# Comparative transcriptomic analyses to scrutinize the assumption that genotoxic PAHs exert effects via a common mode of action

**DOI:** 10.1007/s00204-015-1595-5

**Published:** 2015-09-16

**Authors:** S. Labib, A. Williams, C. H. Guo, K. Leingartner, V. M. Arlt, H. H. Schmeiser, C. L. Yauk, P. A. White, S. Halappanavar

**Keywords:** Polycyclic aromatic hydrocarbons, Toxicogenomics, Mode of action, Benzo(*a*)pyrene, Complex mixtures

## Abstract

In this study, the accuracy of the assumption that genotoxic, carcinogenic polycyclic aromatic hydrocarbons (PAHs) act via similar mechanisms of action as benzo(*a*)pyrene (BaP), the reference PAH used in the human health risk assessment of PAH-containing complex mixtures, was investigated. Adult male Muta™Mouse were gavaged for 28 days with seven individual, genotoxic PAHs. Global gene expression profiles in forestomach, liver, and lung (target tissues of exposure) were determined at 3 days post-exposure. The results are compared with our previously published results from mice exposed to BaP via the same exposure regimen. Although all PAHs showed enhanced ethoxyresorufin-*O*-deethylase activity, DNA adduct formation, and *lacZ* mutant frequency in the lungs, the unsupervised cluster analysis of differentially expressed genes revealed that the transcriptional changes are both PAH- and tissue-specific, with lung showing the most response. Further bioinformatics-/pathway-based analysis revealed that all PAHs induce expression of genes associated with carcinogenic processes, including DNA damage response, immune/inflammatory response, or cell signaling processes; however, the type of pathways and the magnitude of change varied for each PAH and were not the same as those observed for BaP. Benchmark dose modeling showed transcriptomic data closely reflected the known tumor incidence for the individual PAHs in each tissue. Collectively, the results suggest that the underlying mechanisms of PAH-induced toxicity leading to tumorigenesis are tissue-specific and not the same for all PAHs; based on the tissue type considered, use of BaP as a reference chemical may overestimate or underestimate the carcinogenic potential of PAHs.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00204-015-1595-5) contains supplementary material, which is available to authorized users.

## Introduction

Many regulatory agencies recommend the use of a reference chemical approach to assess the hazards posed by chemical mixtures in complex environmental matrices (EFSA 2008; Health Canada 2010; Health Protection Agency 2010; USEPA 2010). For example, the current human health risk assessment approach for evaluating the carcinogenic risks of soils contaminated with mixtures of polycyclic aromatic hydrocarbons (PAHs) involves examination of the cumulative risk posed by a targeted set of PAHs. Benzo(*a*)pyrene (BaP) is the most extensively studied of the carcinogenic PAHs and is used as the point of reference for the carcinogenic potency of the other PAHs.

Human health risk assessment of PAH-contaminated complex environmental mixtures considers the incremental carcinogenic risk of a targeted set of PAHs as toxicological equivalents of BaP (relative potency factor approach). However, to be able to apply this approach, all structurally similar PAHs in a mixture must elicit similar toxicological responses via similar modes/mechanisms of action. The most well-established mode of action of genotoxic, carcinogenic PAHs involves binding and activating the aryl hydrocarbon receptor (AhR), the expression of genes associated with xenobiotic metabolism, and the concurrent metabolism of PAHs. This in turn leads to the production of reactive intermediates (e.g., diol epoxides) that covalently bind DNA and form bulky DNA adducts. When left unrepaired, these DNA adducts can result in mutations in tumor-suppressor genes or oncogenes, which can eventually lead to carcinogenesis, implying a genotoxic mode of action in cancer. Consequently, measurement of DNA adducts and DNA mutations have long been taken as measurable markers of the genotoxic mode of action of PAHs. However, the existing toxicological database (showing evidence for carcinogenicity and the details pertinent to the underlying mechanisms of carcinogenicity) for the individual PAHs is incomplete and thus lacks experimental support for the use of the reference chemical method (Bostrom et al. 2002). In order to strengthen the application of the reference chemical approach, the USEPA (USEPA 2010) has outlined certain considerations that are important for PAH mixture cancer risk assessment, which includes a detailed characterization of toxicological responses elicited by individual PAHs in the mixture.

Recent work from our laboratory examined the levels of DNA damage, mutation, and global gene expression changes in the forestomach (Labib et al. 2013), livers (Malik et al. 2012), and lungs (Labib et al. 2012) of Muta™Mouse males exposed to BaP by oral gavage for 28 consecutive days. The results of these studies revealed that (1) the levels and relationship between bulky DNA adducts and transgene mutant frequencies differ between tissues, and (2) BaP-induced alterations in gene/protein expression associated with a diverse array of cellular signaling pathways/biological functions, including carcinogenesis and the magnitude of change, varied between the tissues. Moreover, compared to the amount of DNA damage and mutations, the observed extent of the transcriptomic response was more closely related to previously reported tumor incidence in each of these tissues (Hakura et al. 1998). These results suggest that the carcinogenic potency and the underlying mode of action (including metabolism, DNA damage, mutation, and pathway perturbations) for BaP differs based on the type of tissue investigated. These results also implied that the current approach of human health risk assessment, which assumes that the toxicological activities of PAHs reflect a single mode of action, may be overgeneralized.

In the present study, we sought to explore the underlying carcinogenic modes of action of several individual PAHs to specifically investigate whether the assumption of similar mode of action is accurate. We exposed Muta™Mouse males to three doses of seven PAH congeners or vehicle for 28 consecutive days via oral gavage. These seven PAHs are known to be genotoxic and constitute the panel of PAHs recommended for routine measurement in contaminated soils for the protection of human and environmental health in the Canadian soil quality guidelines (CCME 2010) and in contaminated food samples (EFSA 2008). Forestomach, livers, and lungs were collected 3 days after the final exposure, and DNA microarrays were employed to generate the gene expression profiles of these tissues. The results were compared to gene expression profiles in forestomach, livers, and lungs of mice previously exposed to BaP (Labib et al. 2012, 2013; Malik et al. 2012). The data were used to (a) identify the cancer-associated biological functions and pathways affected following exposure to different PAHs, (b) evaluate the assumption that all structurally similar PAHs with similar toxicological outcome (i.e., cancer) act via the same mode of action, and (c) determine whether BaP as a reference chemical appropriately represents the toxicity of the other seven PAHs. In addition to the gene expression profiling, DNA adducts and *lac*Z transgene mutant frequencies were measured in lungs to confirm the genotoxic phenotype, and activation of metabolic enzymes in the lungs of mice was measured using the ethoxyresorufin-*O*-deethylase (EROD) assay.

## Methods

### Materials and dose selection

Seven PAHs were individually analyzed in this study: benz(*a*)anthracene (BaA), benzo(*b*)fluoranthene (BbF), benzo(*g*,*h*,*i*)perylene (BghiP), benzo(*k*)fluoranthene (BkF), dibenz(*a*,*h*)anthracene (DBahA), indeno(123-*c*,*d*)pyrene (IP) (Cambridge Isotopes Laboratories, USA), and chrysene (Chr) (Sigma-Aldrich Canada Ltd, Canada). All of these PAHs are classified as possible or probable human carcinogens by IARC and the USEPA (IARC 2010; USEPA 2011), except for BghiP which is classified as a genotoxic PAH. Maximum doses were initially selected based on the maximum tolerated dose of each PAH in a dose-range finding study. This dose was diluted two times, twofold, to obtain two lower doses, except for Chr, which was diluted threefold. The specific doses were as follows: BaA (20, 40, 80 mg/kg-bw/day), BbF (25, 50, 100 mg/kg-bw/day), BghiP (6.25, 12.5, 25 mg/kg-bw/day), BkF (25, 50, 100 mg/kg-bw/day), Chr (17.5, 50, 150 mg/kg-bw/day), DBahA (6.25, 12.5, 25 mg/kg-bw/day), and IP (12.5, 25, 50 mg/kg-bw/day). The results are compared to data derived from experiments using an identical experimental design for BaP exposures (25, 50, 75 mg/kg-bw/day); results from the BaP study were published in Malik et al. (2012) and Labib et al. (2012, 2013). Data from DBahA-exposed livers were also published previously in Malik et al. (2013).

### Muta™Mouse exposures

Animal care, exposures, and tissue collection procedures were described previously (Labib et al. 2012; Lemieux et al. 2011). In brief, adult male Muta™Mouse (transgenic mouse strain 40.6) were exposed by oral gavage for 28 consecutive days to olive oil (vehicle control) or three doses of the seven individual PAHs dissolved in olive oil, according to the established Organization for Economic Co-operation and Development (OECD) guideline for transgenic rodent mutation assays (OECD 2011). Each treatment group contained five animals. Mice were killed by cardiac puncture under isofluorene anesthesia 3 days after the final exposure. No mice showed overt signs of toxicity during the exposure period. Five mice from the BkF group and one from the IP group died as a result of accidental pulmonary puncture during oral gavage. Thus, the final sample size for BkF was 4, 3, 4, and 4 in the control, low-, medium-, and high-dose groups, respectively, at necropsy. The IP control group consisted of only 4 mice at necropsy. The forestomach, left lobe of the liver, and the right lobe of the lung were collected, flash-frozen in liquid nitrogen, and stored at −80 °C until use. Mice were bred, maintained, and treated in accordance with the Canadian Council for Animal Care Guidelines, and all protocols were approved by Health Canada’s Animal Care Committee.

### Tissue RNA extraction and purification

Total RNA was isolated for gene expression analysis using TRIzol reagent (Invitrogen, Canada) and RNeasy Mini Kits following the protocols previously published (Halappanavar et al. 2011; Labib et al. 2012, 2013). For detailed description of methods, please see Online Resource 1A.

### Microarray hybridization and analysis

RNA samples were hybridized to Agilent Sureprint G3 Mouse GE 8 × 60 K microarrays (Agilent Technologies, Canada) following previously published protocols (Labib et al. 2013; Malik et al. 2012) and scanned on the Agilent G2505B scanner. Sample sizes of 5 were used for each treatment and control group, except for the BkF and IP exposures. LOWESS was used to normalize the signal intensities, MAANOVA was used to identify differentially expressed genes, and multiple comparisons were adjusted for using the false discovery rate (FDR) approach, as described in Labib et al. (2013) (Online Resource 1B). All microarray results were deposited in the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE51321. Differentially expressed genes (DEGs) were defined as genes with FDR-adjusted *P* values less than 0.05 (FDR *P* ≤ 0.05) from the pairwise analysis to controls with absolute fold change estimates greater than or equal to 1.5 in either direction (fold change ±1.5). Hierarchical cluster analysis was applied to the filtered data and visualized using a heatmap using R (R Development Core Team 2010) (Online Resource 1C).

### Bioinformatics and pathway analysis

The lists of DEGs (FDR *P* ≤ 0.05, fold change ±1.5) from each PAH were independently analyzed to identify biological functions or processes perturbed in response to the treatment. DAVID (Huang da et al. 2009) Functional Annotation Charts were used to identify gene ontology (GO) terms (biological processes and cellular compartments) associated with the significant genes and to classify the DEGs into biological pathways using KEGG pathways (Kanehisa and Goto 2000). MetaCore (Thomson Reuters, http://www.genego.com/metacore.php) pathway analysis and network process analysis were used for functional classification. The canonical pathway analysis, biological function analysis, and network analysis within Ingenuity Pathway Analysis (IPA, Ingenuity Systems, Redwood City, CA) were used to identify biological pathways and functions associated with the DEGs. Since there was a large redundancy in the annotation of the perturbed biological processes, pathways, and functions, the results were further grouped under parent pathways/processes (Online Resource 2). IPA’s Upstream Regulator analysis was performed to determine the regulatory mechanisms (transcription factors and receptors) operating in response to individual PAHs, and these were compared to BaP. Online Resource 1D describes the criteria used to determine the statistical significance of altered pathways, functions, biological processes, or upstream regulators.

The NextBio meta-analysis function (http://nextbio.com) was used to compare the transcriptomic responses following exposure to individual PAHs and following exposure to BaP. A less stringent non-FDR *P* value cutoff of less than 0.05 and a fold change of ±1.2 was applied. A pairwise comparison was made for each gene between the two datasets (for example, BaP vs BbF). A rank-based enrichment statistic was applied to determine the final correlation score. If the direction of change in the expression of a gene following exposure to a congener PAH was the same as the direction of change in expression of that gene following exposure to BaP, then the correlation was positive.

Since the focus of the study was to compare the carcinogenic potential of PAHs, significantly perturbed pathways and processes were reorganized according to their association with the six hallmarks of cancer (activating invasion and metastasis, enabling replicative immortality, evading growth suppressors, inducing angiogenesis, resisting cell death, sustained proliferative signaling), two emerging hallmarks (deregulating cellular energetics, avoiding immune destruction), and two enabling characteristics (genome instability and mutation, tumor-promoting inflammation), as described in Hanahan and Weinberg (2011). Re-classification was determined by conducting a literature review using search terms related to each significant pathway and each hallmark of cancer. Pathways or processes that could not be classified as cancer-related using these criteria were not used in the subsequent analysis and interpretation of the results.

### DNA extraction from lung tissue

Frozen lung tissues were sliced randomly for isolation of genomic DNA by phenol/chloroform extraction as described previously (Labib et al. 2012; Renault et al. 1997) (Online Resource 1E).

### *Lac*Z mutant frequency in lung tissue

The *lac*Z mutant frequency analysis in lung tissues using the phenyl-β-d-galactopyranoside (P-Gal)-positive selection assay was conducted as described previously (Labib et al. 2012; Lemieux et al. 2011) (Online Resource 1F). Mutant frequency was expressed as the ratio of mutant plaque forming units to total plaque forming units.

### DNA adduct analysis in lung tissue

DNA adduct formation in each sample was determined using the nuclease P1 digestion enrichment version of the ^32^P-post-labeling assay as described previously (Phillips and Arlt 2007, 2014) with minor modifications described in Labib et al. (2012) (Online Resource 1G). The results are expressed as DNA adducts per 10^8^ nucleotides.

### Enzymatic analysis of lung Cyp1a activity

Enzymatic analysis of pulmonary CYP1A activity was assessed via the ethoxyresorufin-*O*-deethylase (EROD) assay. Since the available amount of tissue from each treatment group was small, samples from the same treatment group were pooled (Online Resource 1H).

### Benchmark dose (BMD) calculations

BMD and BMDL (lower confidence limit of BMD) values were modeled for apical endpoint measurements (EROD activity, DNA adduct formation, *lacZ* mutant frequency) in lungs. Further, BMDs were modeled for the total number of DEGs, the number of DEGs related to the hallmarks of cancer, and for the number of hallmarks of cancer perturbed by each PAH in the forestomach, liver, and lung tissues using the USEPA’s Benchmark Dose software BMDS version 2.5.0 (http://www.epa.gov/ncea/bmds/) (Davis et al. 2011). Continuous data were run against five models (Exponential, Hill, Power, Polynomial, and Linear), and proportional (dichotomous) data were run against eight models (Gamma, Logistic, LogLogistic, Probit, LogProbit, Weibull, Multistage, QuantalLinear). The benchmark response (BMR) was set to 10 % extra risk as recommended by the Benchmark Dose Technical Guidance document (USEPA 2012). The best model for each dataset was selected based on the lowest Akaike’s information criterion (AIC) value, excluding models with BMD greater than the highest dose, BMD/BMDL ratios >10, and goodness of fit *P* < 0.1.

## Results

Adult male Muta™Mouse were exposed to three doses of individual PAHs (BaA, BbF, BghiP, BkF, Chr, DBahA, or IP) for 28 consecutive days via oral gavage. The exposure regimen did not cause any overt signs of toxicity, and there was no significant body weight loss in any of the exposed mice compared to vehicle-treated controls. Forestomach, liver, and lung tissues were collected 3 days after the final exposure.

### General overview of the microarray results

The transcriptomic profiles derived from the present study were compared with the profiles of mice exposed to BaP (following the same exposure regimen described for other seven PAHs in this study) to investigate whether BaP, as a reference PAH, accurately represents the toxicity posed by other individual PAHs. 

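The arrays of the IP exposure were analysed here. Muta™Mouse males were given olive oil or IP in olive oil at 12.5, 25 or 50 mg/kg-bw/day by gavage for 28 days. RNA from tissue taken 3 days after the last dose was labelled with Cy5 and hybridized with a Cy3-labelled universal mouse reference RNA on dual-colour Agilent arrays that carry 55681 different probes. Lung had 20 arrays, with 5 mice in each group. Liver and forestomach had 19 arrays each, with 4 vehicle mice and 5 mice at each dose. The methods give 4 mice in the IP vehicle group, whereas the labels number 5 vehicle mice in lung. All 5 were used, and the lung counts without vehicle mouse 4, whose liver and forestomach were not analysed here, were computed as an alternative. Mice are named by the numbers in the labels. The authors' scanner software wrote the median signal of each spot in both channels. Here, log2(Cy5/Cy3) was taken from these signals without background subtraction and normalized within each array by loess, the paper's LOWESS. Spots that the software had marked as outliers were left out, and the spots of a probe were averaged. Each dose was compared with the vehicle group by limma in 1 fit per tissue, two-sided, with Benjamini-Hochberg adjustment within each comparison. The thresholds were the paper's, an adjusted p of at most 0.05 and a fold change of at least 1.5. The paper's MAANOVA used the Fs statistic, which was computed as an alternative. Gene names were found for 26931 probes and make 20411 distinct names. They came from RefSeq identifiers for 26413 probes and from Online Resource 3 alone for 518. The share of probes with a Cy5 signal well above background was 53.0 to 90.7% per array in lung (group medians 61.8% in vehicle mice and 61.9, 64.0 and 56.8% at 12.5, 25 and 50 mg/kg-bw/day). It was 37.6 to 78.9% in liver (39.7, 41.3, 40.5 and 44.0%) and 43.0 to 85.9% in forestomach (49.3, 48.8, 47.6 and 53.4%). This share and the number of arrays limit the precision. Lung and forestomach arrays shared 5 slides and liver arrays lay on 3 others. Apart from 2 liver arrays, each dose lay in its own array column of the slides, so dose and column cannot be told apart.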

Global transcriptomic changes in the forestomach, liver, and lung tissue were characterized.

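In lung, limma called 0 probes at 12.5 mg/kg-bw/day, 7 at 25 mg/kg-bw/day (6 higher and 1 lower than in vehicle mice) and 44 at 50 mg/kg-bw/day (33 higher and 11 lower). The probes called at the upper doses carry 5 and 36 gene names. In liver and forestomach, 0 probes passed both thresholds at each dose. An unadjusted p under 0.05 was reached by 2185, 3635 and 4899 probes in lung at the 3 doses, by 1437, 2458 and 3798 in liver, and by 2297, 2005 and 2168 in forestomach, where chance alone gives about 2784. The Fs statistic called 0, 0 and 52 probes in lung and 0 at each dose in liver and forestomach. Each lung slide holds 1 array of each group. With slide as a block in the model, limma called 1, 58 and 156 lung probes at the 3 doses and 0 in liver and forestomach. At 25 mg/kg-bw/day, 23 of the 58 were higher and 35 lower, so the balance turned towards decreases. At 50 mg/kg-bw/day, 90 of the 156 were higher and 66 lower. The alternative that moved the counts most was an unadjusted p under 0.05 with a fold change of 1.2, which gave 1978 probes in lung, 2840 in liver and 1020 in forestomach at 50 mg/kg-bw/day. In liver, 1 probe passed at that dose when the vehicle and 50 mg/kg-bw/day groups were fitted alone. In lung, the count at that dose fell to 15 in such a fit and to 11 with Cy5 signals alone. It fell to 5 with arrays centred on their medians in place of loess and to 3 with the scanner software's log ratio. The lung counts changed when 1 mouse was left out. At 12.5 mg/kg-bw/day, 1 probe passed without vehicle mouse 1, without mouse 17 or without mouse 20. At 25 mg/kg-bw/day, 20 probes passed without vehicle mouse 1 and 14 without mouse 11, whereas 0 passed without vehicle mouse 2, vehicle mouse 5, mouse 13 or mouse 14. At 50 mg/kg-bw/day, the count was 20 without mouse 19, 21 without mouse 18, 27 without vehicle mouse 2, 29 without vehicle mouse 5 and at most 64, without vehicle mouse 1. Of the 44 lung probes, those of named genes with the largest increases were for Cyp1b1, Ahrr, Spc25, Birc5 and Pimreg. A probe with no gene name rose by 1.36, more than the last 3 of these. Cyp1b1 is a cytochrome P450 induced through the aryl hydrocarbon receptor (AhR). Its log2 ratio to the reference was 1.67 ± 1.43 (SD, n = 5) at 50 mg/kg-bw/day and −1.98 ± 0.31 (SD, n = 5) in vehicle mice, a log2 fold change of 3.64 (standard error 0.45, limma adjusted p = 0.00145). Ahrr, which encodes the AhR repressor, had a log2 fold change of 2.50 (standard error 0.28, limma adjusted p = 0.000363), with a signal above background in 3 of 5 vehicle mice. Spc25, Birc5 and Pimreg, which act in mitosis, had log2 fold changes of 1.16, 1.06 and 1.03 (limma adjusted p = 0.0289, 0.00737 and 0.0137). The largest decreases of named genes were −3.05 for Ucp1, −2.22 for Hspa1a, −1.43 for Car14, −0.94 for Septin3 and −0.91 for Nfil3, with limma adjusted p of 0.0165, 0.0260, 0.0379, 0.00149 and 0.0317. The signal of Ucp1 was above background in 2 of 5 mice at this dose and in 4 of 5 vehicle mice. Ucp1 is a gene of brown fat cells, and Hspa1a encodes a heat shock chaperone. Within dose groups, the mean of fat cell genes varied in lung 7.75 times as much as the median of random lists. The mean of chaperone genes went together in lung and liver of the same mice (Pearson r = 0.815). Neighbouring tissue and handling of the animal may thus contribute to these 2 decreases. The brighter of the probes for Septin3 had a log2 fold change of 0.08. In each of these genes, all 5 mice lay on the same side of the vehicle mean. With each mouse left out in turn, Cyp1b1, Ahrr, Birc5 and Septin3 stayed past the threshold. The adjusted p of Spc25, Hspa1a and Nfil3 rose to 0.0935, 0.0799 and 0.103 without mouse 18, that of Pimreg and Ucp1 to 0.0540 and 0.0635 without vehicle mouse 2, and that of Car14 to 0.0995 without mouse 17. Over 15 alternatives that kept all mice, Cyp1b1 and Ahrr stayed past the threshold, Septin3 lost it in 1 and Birc5 in 4. Spc25, Pimreg and Nfil3 lost it in 4, Hspa1a in 5 and Car14 in 6. Ucp1 lost it in 5 of 14.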

Table 1 summarizes the total number of DEGs (FDR *P* ≤ 0.05, fold change ±1.5) for each tissue and the different doses tested. 

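Online Resource 3 lists 380 probes for IP in lung, 36 in liver and 10 in forestomach with the paper's fold changes. Across these probes, which are not independent replicates, the log2 fold changes computed here had a Pearson r with the paper's of 0.998, 0.999 and 0.999 in lung at the 3 doses. It was 0.991 and 0.996 in liver at 25 and 50 mg/kg-bw/day and 0.991, 0.995 and 0.997 in forestomach at the 3 doses. The median absolute difference on the log2 scale was 0.03 at each dose in lung, 0.04 and 0.05 in liver, and 0.04, 0.05 and 0.04 in forestomach. The paper's thresholds are met in its list by 41, 193 and 321 lung probes at the 3 doses. All of them had the paper's direction here, 41, 187 and 292 had an unadjusted p under 0.05, and 0, 7 and 44 passed both thresholds of limma. The 7 and 30 liver probes that meet the paper's thresholds at 25 and 50 mg/kg-bw/day had the paper's direction and an unadjusted p under 0.05, and 0 of them passed after adjustment over all probes. The same held for the 2, 1 and 9 forestomach probes at the 3 doses. When arrays were centred on their medians in place of loess, 27 of the 30 liver probes kept the paper's direction. Every lung probe that limma called at 25 or 50 mg/kg-bw/day is listed by the paper at that dose. With slide as a block, 58 and 156 of the listed probes passed at these doses. Without vehicle mouse 4, 1 and 31 of these lung probes passed at 25 and 50 mg/kg-bw/day.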

Online Resource 3 provides the full lists of DEGs including the gene names, gene accession numbers, *P* values, and fold changes for the forestomach, liver, and lung. The results are presented by tissue type below.

**Table 1:** Total numbers of differentially expressed genes in forestomach, liver, and lung tissues

	BaP*	BaA	BbF	BghiP	BkF	Chr	DBahA	IP
1. **Forestomach**								
*Low*								
Up	9	10	0	0	1	3	0	0
Down	0	0	2	3	0	2	0	2
Total	9	10	2	3	1	5	0	2
*Med*								
Up	119	3	2	4	7	37	1	0
Down	16	2	2	8	128	17	2	1
Total	135	5	4	12	135	54	3	1
*High*								
Up	311	5	15	95	12	166	3	5
Down	97	11	6	14	143	52	2	3
Total	408	16	21	109	155	218	5	8
*Total*	414	27	23	119	213	244	6	9
**2. ** **Liver**								
*Low*								
Up	2	7	16	2	5	2	29	0
Down	3	70	5	3	1	2	27	0
Total	5	77	21	5	6	4	56	0
*Med*								
Up	9	22	122	2	96	3	20	1
Down	1	172	37	2	28	3	37	5
Total	10	194	159	4	124	6	57	6
*High*								
Up	109	51	201	20	111	3	188	6
Down	21	163	83	40	58	1	121	13
Total	130	214	284	60	169	4	309	19
*Total*	139	340	352	69	224	13	334	24
**3. ** **Lung**								
*Low*								
Up	14	22	219	1	7	3	165	6
Down	3	7	37	1	3	3	27	25
Total	17	29	256	2	10	6	192	31
*Med*								
Up	104	152	222	27	61	0	254	41
Down	22	40	131	9	55	1	46	120
Total	126	192	353	36	116	1	300	161
*High*								
Up	240	409	586	51	91	92	415	140
Down	77	214	340	12	108	67	151	132
Total	317	623	926	63	199	159	566	272
*Total*	329	675	1136	84	248	162	624	319

Gene expression profiles for BaP in the forestomach, liver, and lung were previously published* (Labib et al. 2012, 2013)

#### Forestomach gene expression

Responses to each individual PAH were analyzed separately, and the results were then compared across all PAHs. Of all the PAHs tested, BaP induced the largest response in forestomach. Hierarchical cluster analysis was conducted using 1008 DEGs that showed differential expression in at least one dose group for at least one PAH (Fig. 1a). The analysis revealed that the samples generally clustered first by PAH (with dose groups together) rather than by dose. 

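For IP in forestomach, the log2 fold changes of 55529 probes had a Spearman correlation of 0.37 between 12.5 and 25 mg/kg-bw/day, 0.51 between 12.5 and 50 mg/kg-bw/day and 0.67 between 25 and 50 mg/kg-bw/day. These correlations are across probes, which are not independent replicates. The doses share the vehicle mice, which raises the correlation without any effect of exposure. When the residuals of the arrays were dealt at random to the groups 100 times, the median correlation was 0.55, 0.52 and 0.54, and 78, 51 and 22 of the 100 draws reached the observed value. The alternative that moved the correlations most was to take only the 10 probes of Online Resource 3, which gave 0.96, 0.92 and 0.96.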

BaP clustered along with BbF and BaA (1) on one branch. Chr, DBahA, and IP clustered on a separate branch (2). However, there was no clear clustering observed for BghiP and BkF, which were scattered between the two branches. A VENN analysis of the DEGs from all PAHs revealed that there were no genes in common to all PAHs studied, supporting the results of the cluster analysis. The number of DEGs common between BaP and the other PAHs tested was as follows: 5 for BaA, 8 for BbF, 4 for BghiP, 7 for BkF, 9 for Chr, 0 for DBahA, and 1 for IP (Fig. 1b). Figure 1b also shows the genes in common for each pairwise comparison across all of the PAHs, revealing remarkably little in common.

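For IP in forestomach, limma called 0 genes at any dose, so 0 were shared with any forestomach list of Online Resource 3. With the unadjusted P value under 0.05 and fold change of 1.2 that the paper used in its meta-analysis, 1533 gene names passed at 1 dose or more. These held 9 of the 9 genes listed for IP, 8 of 27 for BaA, 5 of 23 for BbF, 4 of 120 for BghiP, 7 of 213 for BkF, 29 of 244 for Chr and 2 of 6 for DBahA. By chance, 0.676, 2.03, 1.73, 9.01, 16.0, 18.3 and 0.451 would be shared in that order. Of the shared genes, 9, 8, 3, 1, 0, 17 and 2 had the same direction as in the paper's list. The paper chose its IP genes by their change in these same arrays. Neither their number nor their direction is therefore independent evidence.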

**Fig. 1:**
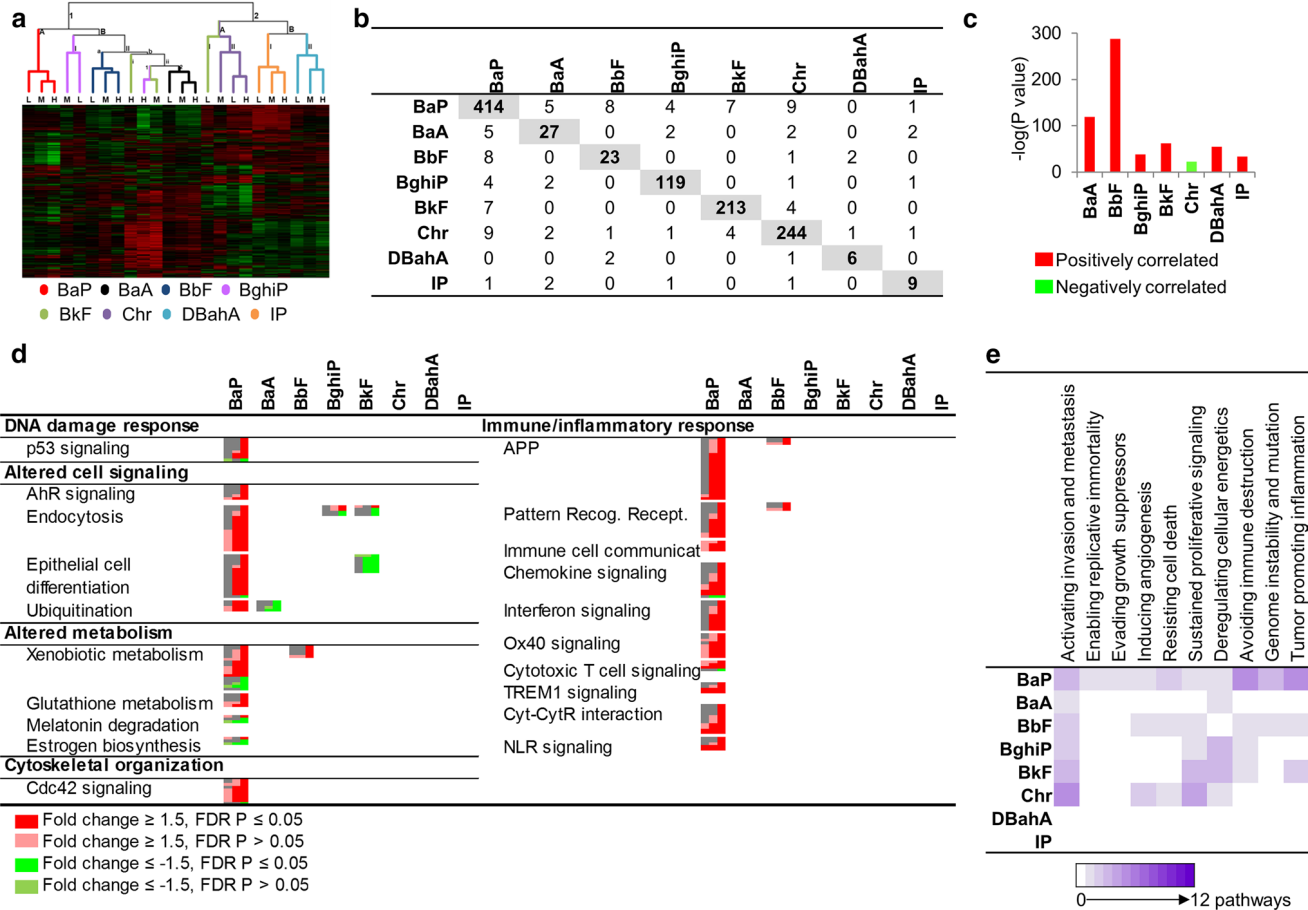
Forestomach **a** hierarchical cluster analysis comparing forestomach gene expression data from adult male Muta™Mouse exposed to three doses (low—L, medium—M, high—H) of eight PAHs. Branches are *color coded* for PAH treatment. Genes were included if they reached significance (FDR *P* ≤ 0.05, fold change ±1.5 in either direction) in at least one treatment group. Groups represent an average of all mice in one group. **b** Table of forestomach DEGs that are common in at least one dose group. Cells highlighted in *gray* represent the total number of DEGs for that PAH. **c** Degree of correlation between BaP DEGs and DEGs for each PAH in the forestomach using the NextBio Meta-analysis tool. The height of each *vertical bar* represents the degree of correlation between the PAH and BaP [−log(*P* value)], which is associated with the directionality of the gene expression changes. *Red color* denotes positive correlation with BaP, and *green color* denotes negative correlation. **d** All pathways significantly enriched for by BaP in the forestomach and the commonalities with other PAHs. Each *column* represents a dose group for the denoted PAH, and each *row* represents a gene. All *colored cells* represent genes with fold change ≥1.5 in either direction. **e** Perturbation of the hallmarks of cancer, emerging hallmarks, and enabling characteristics by each PAH in the forestomach based on transcriptomic data. The *purple cells* represent the relative contribution of pathways associated with each hallmark of cancer (color figure online)

In addition to comparison of DEGs by VENN analysis, a meta-analysis of all datasets was conducted using NextBio. Since most of the PAHs induced very subtle responses at the low or medium doses, the meta-analysis was conducted on the high-dose groups of each PAH (Fig. 1c). This analysis employed a less stringent statistical model (ANOVA *P* ≤ 0.05) compared to the FDR-adjusted *P* value approach and used a ranking of genes based on their fold changes to explore the correlation of the trends in gene ranking. The results revealed a strong correlation between BaP, BbF, and BaA, whereas BghiP and IP were least correlated with BaP. Chr was negatively correlated with BaP.

##### Similarities in the forestomach response relative to BaP

Figure 1d summarizes the molecular pathways, biological processes, and molecular functions that are altered in forestomach following exposure to BaP as compared to the other seven PAHs. This analysis includes all significantly altered gene ontologies (EASE *P* ≤ 0.05), KEGG pathways (EASE *P* ≤ 0.05), IPA canonical pathways (*P* ≤ 0.05), and MetaCore process networks (*P* ≤ 0.05). Since there was a large redundancy in the annotation of the perturbed biological processes, pathways, and functions, the results were further grouped under parent pathways/processes (Online Resource 1).

Five main functional categories of pathways and processes were perturbed in forestomach following exposure to BaP: DNA damage response, altered cell signaling, immune and inflammatory response, altered metabolism, and cytoskeletal organization (Fig. 1d). Specifically, in the DNA damage response, DEGs were mainly associated with p53 signaling; AhR signaling, endocytosis, epithelial cell differentiation, and ubiquitination were the predominant pathways under altered cell signaling; xenobiotic metabolism, glutathione metabolism, melatonin degradation, and estrogen biosynthesis were related to altered metabolism, and cell division control protein 42 homolog (CDC42) signaling was the most significantly affected under the cytoskeletal organization category. The immune/inflammatory response category was the most enriched, and the DEGs were mainly associated with antigen processing and presentation, pattern recognition receptors, innate to adaptive immune cell communication (immune cell communication), interferon signaling, OX40 signaling, cytotoxic T cell signaling, TREM1 signaling, cytokine–cytokine receptor interaction, and nod-like receptor (NLR) signaling.

To focus on the cancer mode of action, pathway perturbations that functioned in processes related to the published hallmarks of cancer were examined in detail (Hanahan and Weinberg 2011). Specifically, the number and types of pathways associated with the hallmarks of cancer that were perturbed by each PAH were compared to BaP. In the forestomach, BaP exposure perturbed all ten hallmarks of cancer across all doses (Fig. 1e). The number of pathways associated with each hallmark ranged from one to five; the five pathways were associated with the emerging hallmark “avoiding immune destruction” and the enabling characteristic of “tumor-promoting inflammation.”

Of the 20 distinct biological pathways altered in response to BaP, only endocytosis was perturbed by more than one PAH (BghiP and BkF). Other BaP-perturbed pathways such as ubiquitination, antigen processing and presentation (APP), pattern recognition receptors, xenobiotic metabolism, and epithelial cell differentiation were altered following exposure to BaA, BbF, BbF, or BkF, respectively. Chr, DBahA, and IP did not have any pathways in common with BaP. We note that although endocytosis was altered by both BaP and BkF treatment, the direction of change was different; endocytosis appeared to be upregulated following BaP exposure and downregulated following BkF exposure, suggesting that the final toxic outcome of this change may be different for these PAHs (Fig. 2a). Other examples of discrepancies in pathway regulation include epithelial cell differentiation (BaP↑, BkF↓) and protein ubiquitination (BaP↑, BaA↓). It was difficult to determine the directionality of change of endocytosis in BghiP, since 50 % of DEGs in this group suggested upregulation of the pathway and 50 % suggested downregulation. Compared to the BaP-induced response, BaA perturbed only two hallmarks of cancer, with one altered pathway each; BbF perturbed seven hallmarks of cancer with one to two pathways each; Chr perturbed five hallmarks of cancer with one to five pathways each, the strongest response associated with “activating invasion and metastasis”; DBahA and IP did not perturb any hallmarks.

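In place of the pathway tools, 22 lists of genes for processes, cell types and handling were tested in the IP arrays with fry, limma's directional rotation test (two-sided), with Benjamini-Hochberg adjustment over the 198 tests of all lists, tissues and doses. By fry, 0 of the 198 tests had an adjusted p of at most 0.05, and 28 had an unadjusted p under 0.05. With camera and its preset correlation of 0.01, 57 tests had an adjusted p of at most 0.05, and 0 of these held under fry. In forestomach at 50 mg/kg-bw/day, the mean log2 fold change of the 24 p53 targets was 0.04, with a higher score than the vehicle mean in 5 of 5 mice and 12 genes higher (fry adjusted p = 0.551, between 0.393 with an exact permutation test and 0.902 over the alternatives). Its sign turned to −0.02 when Cy5 signals were used without the reference. The 20 apoptosis genes had a mean of 0.05, higher in 3 of 5 mice (fry adjusted p = 0.643, between 0.353 with camera and 0.857 over the alternatives). The 29 cell cycle genes had a mean of −0.17, lower in 5 of 5 mice with 26 genes lower (fry adjusted p = 0.551, between 0.000198 with camera and 0.791 over the alternatives). Median-centring moved the median of all genes at this dose from 0.01 to 0.22. The cell cycle mean was then 0.15, which is −0.07 relative to that median. The p53 and apoptosis means were then 0.40 and 0.38. Relative to the median of all genes they were 0.18 and 0.16, against 0.03 and 0.04 with loess. In each of these lists, 0 genes passed both thresholds of limma, and 0 genes passed when adjusted over the list alone. The 12 genes of the AhR list had a mean of 0.16 with a score above the vehicle mean in 5 of 5 mice (fry adjusted p = 0.174), and 1 gene passed when adjusted over the list alone. From the DEGs, the paper states that IP perturbed no hallmark of cancer in this tissue.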

**Fig. 2:**
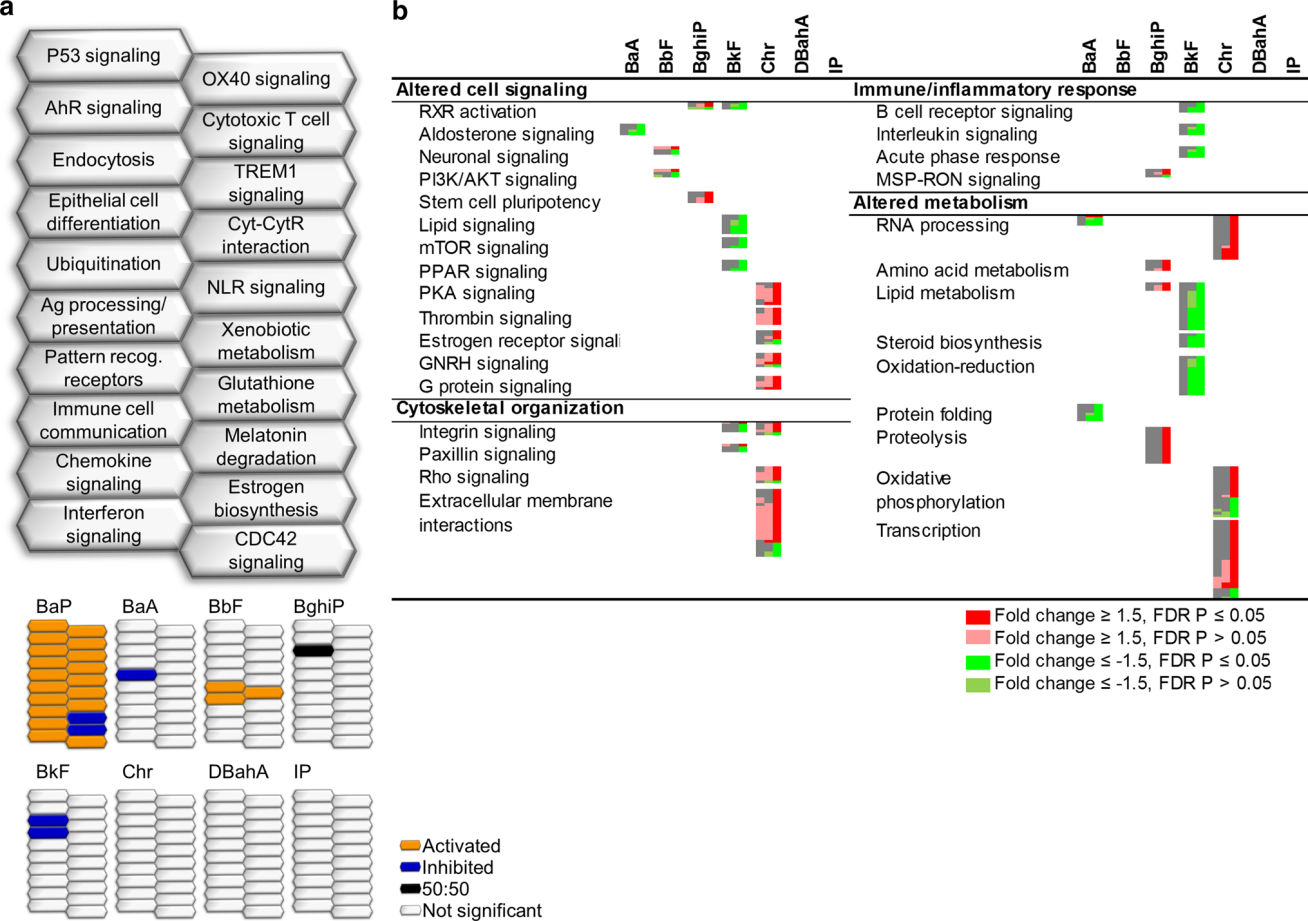
Forestomach **a** honeycomb diagram showing direction of regulation of pathways commonly enriched for by BaP and other PAHs. *Orange honeycombs* represent pathways that are predicted to be activated based on the direction of regulation of the genes, and *blue cells* represent those predicted to be inhibited. *Black cells* represent those in which 50 % of the genes indicate activation and 50 % of the genes indicate inhibition. *White cells* represent pathways not significant. **b** Pathways enriched for by at least one PAH and not by BaP. Each *column* represents a dose group for the denoted PAH and each *row* represents a gene. All *colored cells* represent genes with fold change ≥1.5 in either direction (color figure online)

We performed an Upstream Regulator Analysis in IPA to identify upstream biological molecules (transcription factors, membrane receptors, cytokines, etc.) responsible for regulating the expression of DEGs (Online Resource 4) in the forestomach for each of the PAHs. Very few commonalities were observed between BaP and the other PAHs. The results suggest that the transcriptomic changes induced in forestomach by each of the PAHs are mediated by different regulatory molecules.

##### Differences in the forestomach response relative to BaP

Figure 2b shows a range of cellular processes and functions including thrombin signaling, estrogen receptor signaling, transcription, and extracellular membrane interactions that were not altered by BaP, but were altered by exposure to at least one of the other PAHs. Indeed, several pathways (e.g., retinoid X receptor (RXR) activation, lipid metabolism, and integrin signaling) were altered in response to more than one PAH. However, the relevance of these pathways to cancer formation in forestomach is unclear.

#### Hepatic transcriptional response

Of the PAHs tested, BbF, BaA, and DBahA induced the most changes in hepatic gene expression. Hierarchical cluster analysis was conducted using 977 DEGs that were differentially expressed in at least one dose group for at least one PAH. Cluster analysis revealed that each PAH clustered separately, suggesting PAH-specific transcriptomic responses in the liver (Fig. 3a). 

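For IP in liver, the correlations of the log2 fold changes across 55535 probes were 0.67 between 12.5 and 25 mg/kg-bw/day, 0.68 between 12.5 and 50 mg/kg-bw/day and 0.74 between 25 and 50 mg/kg-bw/day (Spearman, across probes that are not independent replicates). Random dealing of the residuals gave medians of 0.55, 0.54 and 0.56. The observed values were reached in 28, 22 and 20 of 100 draws.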

Except for the high dose of BbF, each PAH clustered along with the other dose groups for that PAH. Three main clusters were observed: cluster 1 consisting of BaP, cluster 2 consisting of BkF, IP, BbF, and DBahA, and cluster 3 consisting of BaA, Chr, and BghiP. Similar to the forestomach results, a VENN analysis of all hepatic DEGs revealed that there were no genes in common to all the PAHs studied. The number of DEGs that were in common between BaP and the other PAHs included: 10 for BaA, 30 for BbF, 2 for BghiP, 9 for BkF, 1 for Chr, 11 for DBahA, and 2 for IP (Fig. 3b). 

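In liver, 0 genes were shared with any list of Online Resource 3, since limma called 0 genes for IP. At an unadjusted P value under 0.05 and a fold change of 1.2, 2373 gene names passed for IP at 1 dose or more. Among them were 24 of the 24 liver genes that Online Resource 3 lists for IP, 84 of 340 for BaA, 91 of 352 for BbF, 19 of 70 for BghiP, 79 of 224 for BkF, 3 of 13 for Chr and 65 of 331 for DBahA. Chance would share 2.79, 39.5, 40.9, 8.14, 26.0, 1.51 and 38.5 of them. The direction was that of the paper's list for 24, 66, 73, 18, 71, 3 and 51 of the shared genes. For IP neither number nor direction is independent evidence, since the paper chose those genes from these same arrays.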

Figure 3b also shows the genes in common for each pairwise comparison across all of the PAHs, revealing little in common.

**Fig. 3:**
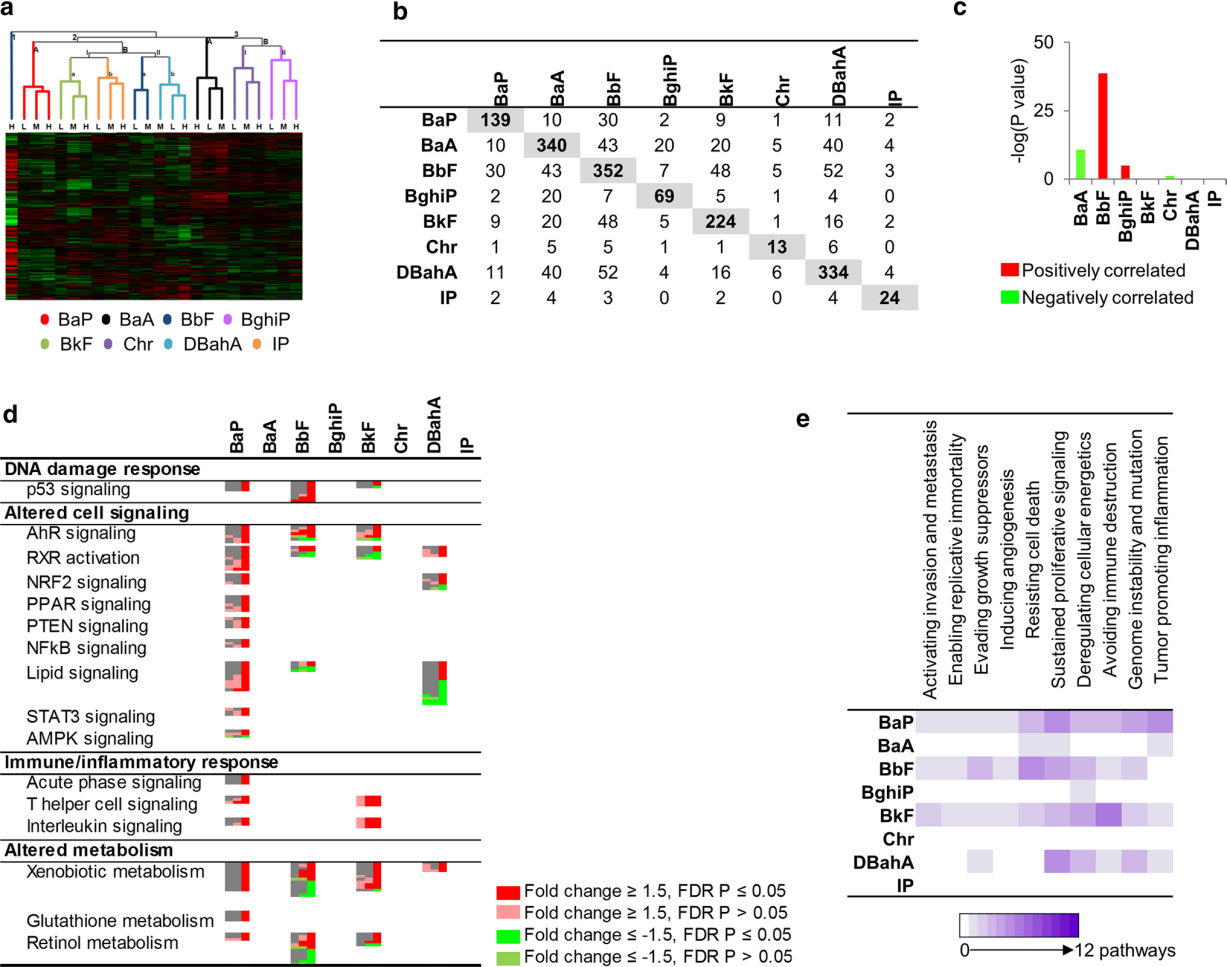
Liver **a** hierarchical cluster analysis comparing hepatic gene expression data from adult male Muta™Mouse exposed to three doses (low—L, medium—M, high—H) of eight PAHs. Branches are *color coded* for PAH treatment. Genes were included if they reached significance (FDR *P* ≤ 0.05, fold change ±1.5 in either direction) in at least one treatment group. Groups represent an average of all mice in one group. **b** Table of hepatic DEGs that are common in at least one dose group. Cells highlighted in *gray* represent the total number of DEGs for that PAH. **c** Degree of correlation between BaP DEGs in the liver and DEGs for each PAH in the liver using the NextBio Meta-analysis tool. The height of each *vertical bar* represents the degree of correlation between the PAH and BaP [−log(*P* value)], which is associated with the directionality of the gene expression changes. *Red color* denotes positive correlation with BaP, and *green color* denotes negative correlation. **d** All pathways significantly enriched for by BaP in the liver and the commonalities with other PAHs. Each *column* represents a dose group for the denoted PAH and each *row* represents a gene. All *colored cells* represent genes with fold change ≥1.5 in either direction. **e** Perturbation of the hallmarks of cancer, emerging hallmarks, and enabling characteristics by each PAH in the liver based on transcriptomic data. The *purple cells* represent the relative contribution of pathways associated with each hallmark of cancer (color figure online)

A meta-analysis of all DEGs from the high-dose group of all the PAHs was conducted in NextBio (Fig. 3c). Transcriptomic profiles of BbF and BaP showed a strong positive correlation, whereas BkF, DBahA, and IP did not correlate with BaP. BaA and Chr were negatively correlated with BaP.

##### Similarities in the hepatic response relative to BaP

BaP-induced hepatic transcriptomic responses were functionally separated into four main categories of pathways and processes: DNA damage response, altered cell signaling, immune and inflammatory response, and altered metabolic signaling. Category 1 (DNA damage response) DEGs were mainly associated with p53 signaling. Category 2 (cell signaling pathways) included DEGs associated with RXR, AHR, nuclear factor-like 2 (NRF2), peroxisome proliferator-activated receptors (PPAR), phosphate and tensin homolog (PTEN), nuclear factor kappa light-activated enhancer of activated B cells (NFkB), lipid, signal transducer and activator of transcription 3 (STAT3), and 5′ adenosine monophosphate-activated protein kinase (AMPK) signaling pathways. Subcategories of cell signaling pathways related to immune/inflammatory response (Category 3) such as acute phase response, T helper cell signaling, and interleukin signaling were also altered. Category 4 (metabolic signaling pathways) included xenobiotic metabolism, glutathione metabolism, and retinol metabolism. In the liver, BaP exposure activated all ten hallmarks of cancer (Fig. 3e). The number of pathways associated with each hallmark ranged from one to five; the five pathways were associated with “sustained proliferative signaling” and the enabling characteristic of “tumor-promoting inflammation”.

Of the 16 biological pathways altered in response to BaP, RXR signaling and xenobiotic metabolism were commonly perturbed by three other PAHs (BbF, BkF, and DBahA). Pathways common to two other PAHs included p53 signaling, AHR signaling, and retinol metabolism common to BbF and BkF, and lipid signaling common to BbF and DBahA. Although the p53 signaling pathway was altered following treatment with BaP, BbF, and BkF, it was upregulated in response to BaP, whereas it was downregulated in response to BbF and BkF (Fig. 4a). For many other pathways, it was difficult to determine the directionality of change: RXR activation (BaP↑, BbF↕), lipid signaling (BaP↑, DBahA↕), xenobiotic metabolism signaling (BaP↑, BbF↕), and retinol metabolism (BaP↑, BbF↕). Six upstream regulators were identified that were common to three of the PAHs including BaP (Online Resource 4). BbF, BkF, and DBahA each perturbed nine, ten, and six hallmarks of cancer, respectively. The majority of the hallmarks were associated with one pathway; however, “resisting cell death” for BbF was associated with five pathways, “avoiding immune destruction” for BkF associated with six pathways, and “sustained proliferative signaling” for DBahA associated with five pathways. BghiP activated “deregulating cellular energetics” with one pathway, and Chr and IP did not activate any hallmarks of cancer.

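In liver at 50 mg/kg-bw/day of IP, the 24 p53 targets had a mean log2 fold change of −0.12, with a score below the vehicle mean in 4 of 5 mice and 16 genes lower (fry adjusted p = 0.551, between 0.410 and 0.886 over the alternatives). The 20 apoptosis genes had a mean of −0.06, lower in 5 of 5 mice with 10 genes higher and 10 lower (fry adjusted p = 0.551, between 0.275 and, with camera, 0.801 over the alternatives). Median-centring turned both means, to 0.46 and 0.51, and moved the median of all genes from −0.01 to 0.29. Relative to that median the means were 0.17 and 0.21. With the scanner software's own log ratio the apoptosis mean was 0.01, and −0.03 relative to the median of all genes. The 29 cell cycle genes had a mean of 0.03, higher in 3 of 5 mice (fry adjusted p = 0.955, between 0.196 and 0.986 over the alternatives). That mean was −0.06 without vehicle mouse 2 and −0.01 without mouse 16. With the scanner software's log ratio it was 0.49, and 0.45 relative to the median of all genes (fry adjusted p = 0.196), and after median-centring it was 0.52, and 0.23 relative to that median. In these lists, 0 genes passed both thresholds of limma. The number that passed when adjusted over the list alone was 0, 0 and 2. The paper states that IP activated no hallmark of cancer in liver.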

**Fig. 4:**
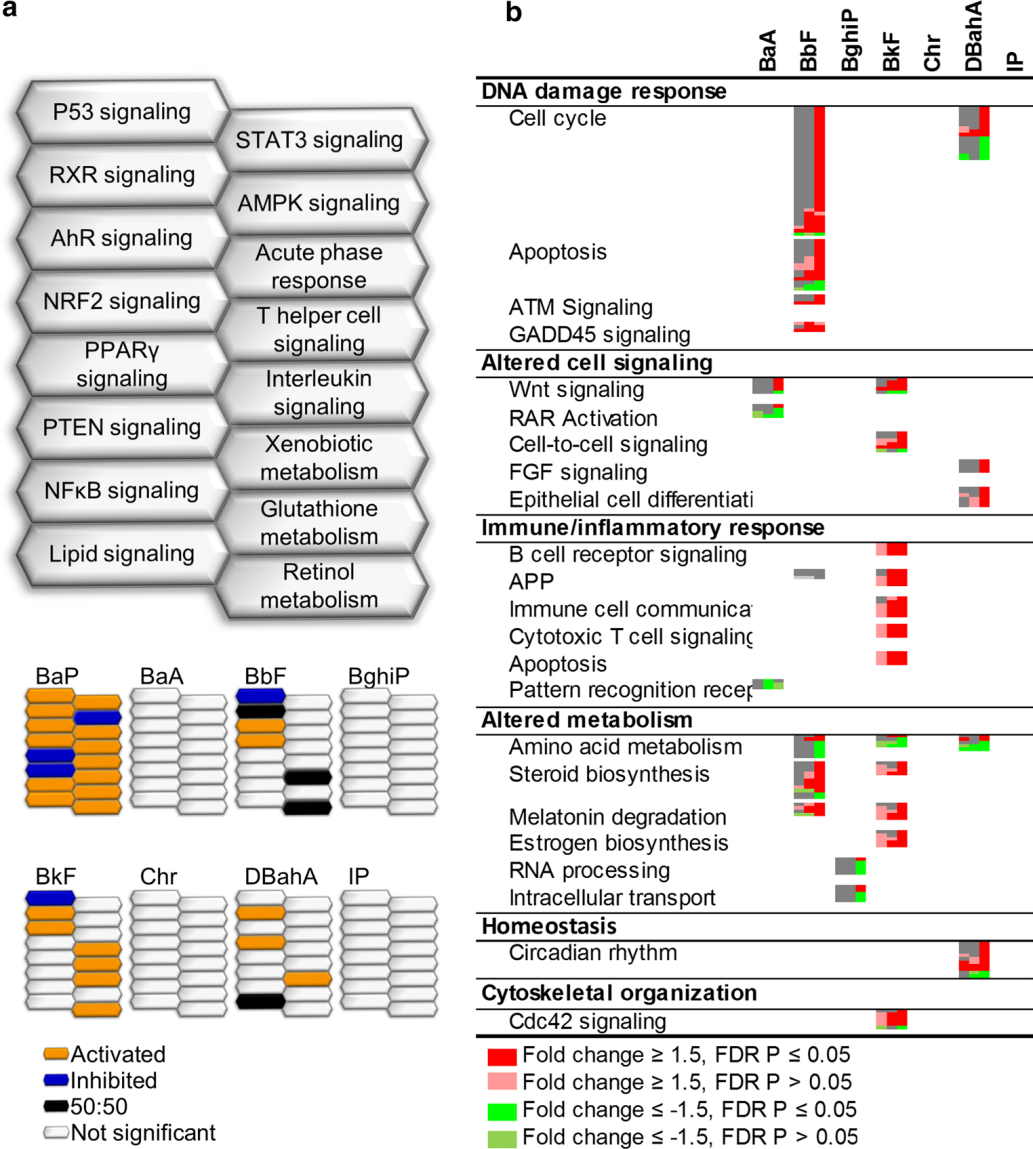
Liver **a** honeycomb diagram showing direction of regulation of pathways commonly enriched for by BaP and other PAHs. *Orange honeycombs* represent pathways that are predicted to be activated based on the direction of regulation of the genes, and *blue cells* represent those predicted to be inhibited. *Black cells* represent those in which 50 % of the genes indicate activation and 50 % of the genes indicate inhibition. *White cells* represent pathways not significant. **b** Pathways enriched for by at least one PAH and not by BaP. Each *column* represents a dose group for the denoted PAH, and each *row* represents a gene. All *colored cells* represent genes with fold change ≥1.5 in either direction (color figure online)

##### Differences in the hepatic response relative to BaP

Figure 4b shows a range of cellular processes and functions such as apoptosis, retinoic acid receptor (RAR) signaling, and circadian rhythm that were not perturbed following exposure to BaP, but were for at least one of the other PAHs. A few of these pathways were altered in response to more than one PAH, including cell cycle, wingless integration 1 (WNT) signaling, antigen processing and presentation, amino acid metabolism, steroid biosynthesis, and melatonin degradation. PAH-specific cellular responses were also noted, and they included cell cycle and apoptosis signaling for BbF, immune and inflammatory response (B cell receptor signaling (BCR), antigen processing and presentation, immune cell communication, cytotoxic T cell signaling, immune-mediated apoptosis) for BkF, and circadian rhythm for DBahA.

#### Pulmonary transcriptional response

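For IP at 50 mg/kg-bw/day, a joint limma fit tested whether the effect differed between tissues, with no limit on the fold change. Between lung and liver, 12 probes with 11 gene names differed (7 with the higher effect in lung and 5 with the lower). Between lung and forestomach, 1 probe differed, for Cyp1b1. At an unadjusted p under 0.05 there were 4001 and 1969 probes. The counts were 13 and 3 with mouse as a random block and also with slide as a random block. After median-centring they were 2 and 0. Without vehicle mouse 1 in liver the first count was 6, without vehicle mouse 2 in liver 25, and 7 without any 1 of lung vehicle mouse 5, mouse 18 in either tissue or mouse 19 in lung. The second count was 0 without lung vehicle mouse 2, and in most other fits that left out 1 array, and at most 4, without lung vehicle mouse 1. The log2 fold change of Cyp1b1 exceeded that in liver by 3.55 (limma adjusted p = 0.00163) and that in forestomach by 3.39 (limma adjusted p = 0.0359). Ahrr exceeded its liver effect by 2.22 (limma adjusted p = 0.00147). Its difference from forestomach, 2.10, fell short of the threshold (limma adjusted p = 0.0526) and passed it with mouse as a random block (0.0147). The liver signals of Cyp1b1 and Ahrr were above background in 0 of 4 vehicle mice, so their effects in liver are imprecise. Cyp1a1, the main CYP1A gene, had log2 fold changes of 0.27, 2.53 and 4.24 in lung at the 3 doses. At 50 mg/kg-bw/day, the 5 mice lay 2.19 to 6.00 above the vehicle mean and the vehicle mice from −1.22 to 2.13 around it (standard error 0.98, limma adjusted p = 0.0837, exact permutation test p = 0.00794, two-sided, the smallest that 5 mice against 5 allow). The limma adjusted p ran from 0.00282 with slide as a block to 0.686 over the alternatives, and was 0.0435 without mouse 11. The exact permutation p was 0.833 and 0.0635 at 12.5 and 25 mg/kg-bw/day. At 12.5 mg/kg-bw/day, the change in Cyp1a1 was −0.42 with the scanner software's log ratio, −0.31 without mouse 7, −0.13 without mouse 8, −0.04 without vehicle mouse 4 and −0.00 without vehicle mouse 5. In liver and forestomach, the Cyp1a1 signal was above background in 0 of 4 vehicle mice, and at 50 mg/kg-bw/day in 3 of 5 mice in both tissues. At that dose it was at least 1.1-fold higher in liver and at least 1.62-fold higher in forestomach, with two-sided exact permutation p of 0.270 and 0.0635. Neither difference of the lung effect of Cyp1a1 from the liver or forestomach effect passed the threshold (limma adjusted p = 0.400 and 1.00), and with the signal near background their size is not resolved. The log2 ratios of Cyp1a1, Cyp1b1 and Ahrr in each mouse are plotted by tissue.

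**Figure D1:**
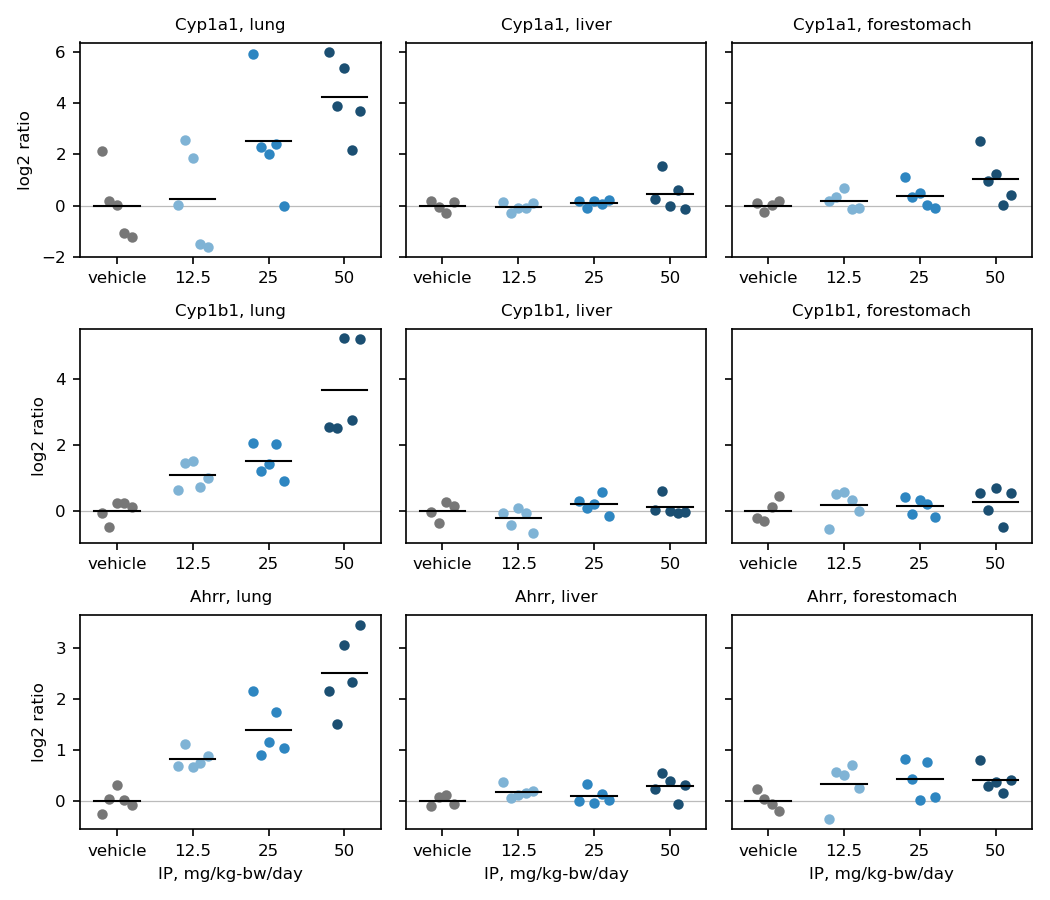
Log2 ratio to the reference RNA minus the vehicle mean for Cyp1a1, Cyp1b1 and Ahrr in lung, liver and forestomach of mice given IP at 0, 12.5, 25 or 50 mg/kg-bw/day. Dots are mice, lines are group means, and at 50 mg/kg-bw/day in lung the mean lies at 4.24, 3.64 and 2.50.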

A robust transcriptomic response was observed in lungs compared to forestomach and liver for most of the PAHs. Hierarchical cluster analysis was conducted using 2324 DEGs that were differentially expressed in at least one dose group of at least one PAH. 

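In lung, the 44 probes called for IP had Spearman correlations of their log2 fold changes of 0.90 between 12.5 and 25 mg/kg-bw/day, 0.54 between 12.5 and 50 mg/kg-bw/day and 0.60 between 25 and 50 mg/kg-bw/day. For the 44 top probes of randomly dealt residuals, the medians were 0.77, 0.73 and 0.74, and 7, 81 and 73 of 100 draws reached the observed values. Across 55618 probes, the correlations were 0.61, 0.58 and 0.64 against random medians of 0.48, 0.50 and 0.47, which 20, 25 and 11 of 100 draws reached. Probes are not independent replicates in either comparison. Across the 380 lung probes of Online Resource 3, the correlations of 12.5 and of 25 with 50 mg/kg-bw/day were both 0.87.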

Consistent with the observations in the forestomach and liver, transcriptomic patterns were unique in the lungs, exhibiting separate clustering of each PAH along with their dose groups (Fig. 5a). Three main branches were observed: BkF, Chr, and BghiP were clustered on branches 1, 2, and 3, respectively, BaP, DBahA, and BbF on branch 4A, and IP and BaA on 4B. Analysis of all DEGs for commonalities among the PAHs by VENN analysis revealed no genes in common to all PAHs studied. 

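Of the 36 gene names called for IP in lung, 36 are among the 318 that Online Resource 3 lists for IP. Its other lung lists hold 31 of them for BbF, 26 for DBahA, 11 for BaA, 10 for BkF, 3 for BghiP and 1 for Chr. Chance would share 2.01, 1.1, 1.19, 0.437, 0.148 and 0.286. All of these shared genes had the direction of the paper's lists, except that 10 of the 11 did for BaA. At an unadjusted P value under 0.05 and a fold change of 1.2, 1900 gene names passed for IP, of which 418, 244, 273, 96, 35 and 45 were shared, 367, 215, 266, 84, 30 and 29 of them in the direction of the paper's lists. With slide as a block, run for shared genes after seeing the data, 151 gene names passed, of which 88, 71, 43, 35, 13 and 9 were shared, 82, 68, 42, 33, 12 and 4 of them in that direction.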

The number of DEGs in common between BaP and the other PAHs was 28 for BaA, 145 for BbF, 13 for BghiP, 28 for BkF, 6 for Chr, 126 for DBahA, and 32 for IP (Fig. 5b). NextBio meta-analysis of all of the DEGs from the high-dose groups of each PAH revealed that DBahA and BbF were the most correlated with the transcriptomic changes induced by BaP, followed by BkF and BaA. Consistent with the observations in forestomach and liver, Chr was negatively correlated with BaP (green bar) (Fig. 5c).

**Fig. 5:**
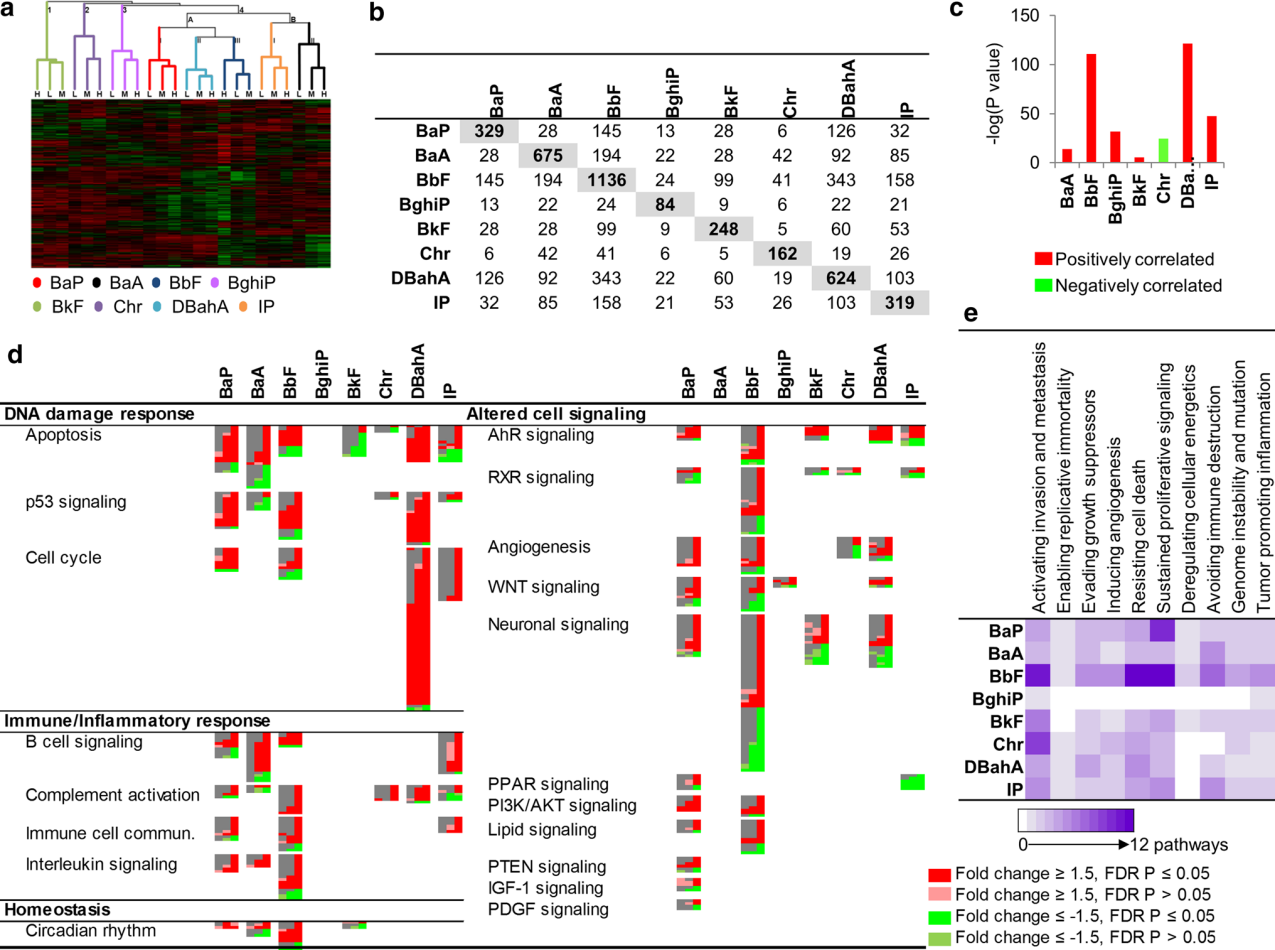
Lung **a** hierarchical cluster analysis comparing pulmonary gene expression data from adult male Muta™Mouse exposed to three doses (low—L, medium—M, high—H) of eight PAHs. Branches are *color coded* for PAH treatment. Genes were included if they reached significance (FDR *P* ≤ 0.05, fold change ±1.5 in either direction) in at least one treatment group. Groups represent an average of all mice in one group. **b** Table of pulmonary DEGs common in at least one dose group. Cells highlighted in *gray* represent the total number of DEGs for that PAH. **c** Degree of correlation between BaP DEGs in the lung and DEGs for each PAH in the lung using the NextBio Meta-analysis tool. The height of each *vertical bar* represents the degree of correlation between the PAH and BaP [−log(*P* value)], which is associated with the directionality of the gene expression changes. *Red color* denotes positive correlation with BaP, and *green color* denotes negative correlation. **d** All pathways significantly enriched for by BaP in the lung and the commonalities with other PAHs. Each *column* represents a dose group for the denoted PAH, and each *row* represents a gene. All *colored cells* represent genes with fold change ≥1.5 in either direction. **e** Perturbation of the hallmarks of cancer, emerging hallmarks, and enabling characteristics by each PAH in the lung based on transcriptomic data. The *purple cells* represent the relative contribution of pathways associated with each hallmark of cancer (color figure online)

##### Similarities in the pulmonary response relative to BaP

Although BaP induced a robust pulmonary transcriptomic response, the main categories of pathways and processes perturbed in the lungs were the same as those in forestomach and livers, with the exception of alterations in homeostasis (Fig. 5d). However, subcategories of pathways and processes varied. For example, for DNA damage response, BaP-induced DEGs were associated with apoptosis, cell cycle, and p53 signaling. Altered cell signaling was enriched and included several subcategories of pathways and processes: angiogenesis, neuronal signaling, lipid signaling, as well as WNT, PPAR, RXR, PTEN, phosphoinositide-3-kinase protein kinase B (PI3K/AKT), insulin-like growth factor 1 (IGF-1), AHR, and platelet-derived growth factor (PDGF) signaling pathways. The most significantly altered immune and inflammatory pathways were B cell receptor signaling, complement activation, innate-to-adaptive immune cell communication, and interleukin signaling. Circadian rhythm was the only pathway perturbed under the category “homeostasis.” In the lungs, BaP exposure activated pathways associated with all ten hallmarks of cancer (Fig. 5e). The number of pathways associated with each hallmark ranged from one to ten pathways; the ten pathways were associated with “sustained proliferative signaling”.

Although 16 pathways or biological processes were perturbed by BaP and at least one other PAH, the collective pathway response induced by the other PAHs varied significantly, which is clearly shown in Fig. 6a. For example, apoptosis, cell cycle, and p53 signaling pathways reflecting DNA damage response were also induced by BbF, DBahA, and IP. 

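In lung at 50 mg/kg-bw/day of IP, the p53 targets had a mean log2 fold change of 0.16 and a median of 0.09, with 16 of 24 genes higher and a score above the vehicle mean in 5 of 5 mice (fry adjusted p = 0.145, between 0.00343 with camera and 0.596 over the alternatives). With slide as a block the fry adjusted p was 0.00836. Of these genes, 2 passed both thresholds of limma and 6 passed when adjusted over the list alone. Bax, which encodes a promoter of apoptosis, had a log2 ratio of −0.23 ± 0.18 (SD, n = 5) at this dose and −1.02 ± 0.21 (SD, n = 5) in vehicle mice, a log2 fold change of 0.79 (standard error 0.10, limma adjusted p = 0.00149). Plk2 rose by 0.75 (limma adjusted p = 0.0137). Phlda3 rose by 0.56, under the fold threshold (limma adjusted p = 0.0291, and 0.0914 without mouse 17). Gdf15 rose by 0.85 (limma adjusted p = 0.0789, 0.0413 without mouse 8 and 0.00166 with slide as a block). Its adjusted p rose to at most 0.194 with another mouse left out and 0.970 over the other alternatives. All 5 mice lay above the vehicle mean for these genes. Over 15 alternatives that kept all mice, Bax and Plk2 each lost the threshold in 2. Cdkn1a had a log2 fold change of 0.27 at its brighter probe (limma adjusted p = 0.796) and 0.89 at the other. Mdm2 was 0.02 (limma adjusted p = 0.974), and −0.00 with Cy5 signals alone. The cell cycle list had a mean of 0.41, with 25 of 29 genes higher and a score above the vehicle mean in 5 of 5 mice (fry adjusted p = 0.0859, between 9.02e-13 with camera and 0.531 over the alternatives). Its fry adjusted p was 0.00836 with slide as a block, 0.0441 with the authors' normalized values, and 0.0234 without mouse 20. It also passed 0.05 without vehicle mouse 3, where the mean was 0.49. In this list, 5 genes passed both thresholds and 14 passed when adjusted over the list alone. Cdc20 rose by 0.79 (limma adjusted p = 0.00216) and Ccna2, Cenpe and Mki67 by 0.97, 0.77 and 0.90 (limma adjusted p = 0.0172, 0.0216 and 0.0446). The last 3 values were 0.0700 and 0.0788 without mouse 18 and 0.129 without vehicle mouse 2. Of the 15 alternatives that kept all mice, Cdc20 and Ccna2 lost the threshold in 4 and Cenpe and Mki67 in 5. Online Resource 3 lists 9 of the cell cycle genes and 5 of the p53 targets for IP, so for these the list tests are not independent evidence. Median-centring moved the median of all lung genes from 0.01 to 0.12, and relative to it the p53 and cell cycle means were 0.26 and 0.46. From enrichment of its IP genes, the paper states that IP induced these pathways of the DNA damage response. For IP, it calls the direction of p53 signalling and of apoptosis difficult to determine. The directional fry test asks for a shared shift and can miss changes in both directions. It is therefore not a test of the paper's enrichment.

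**Figure D2:**
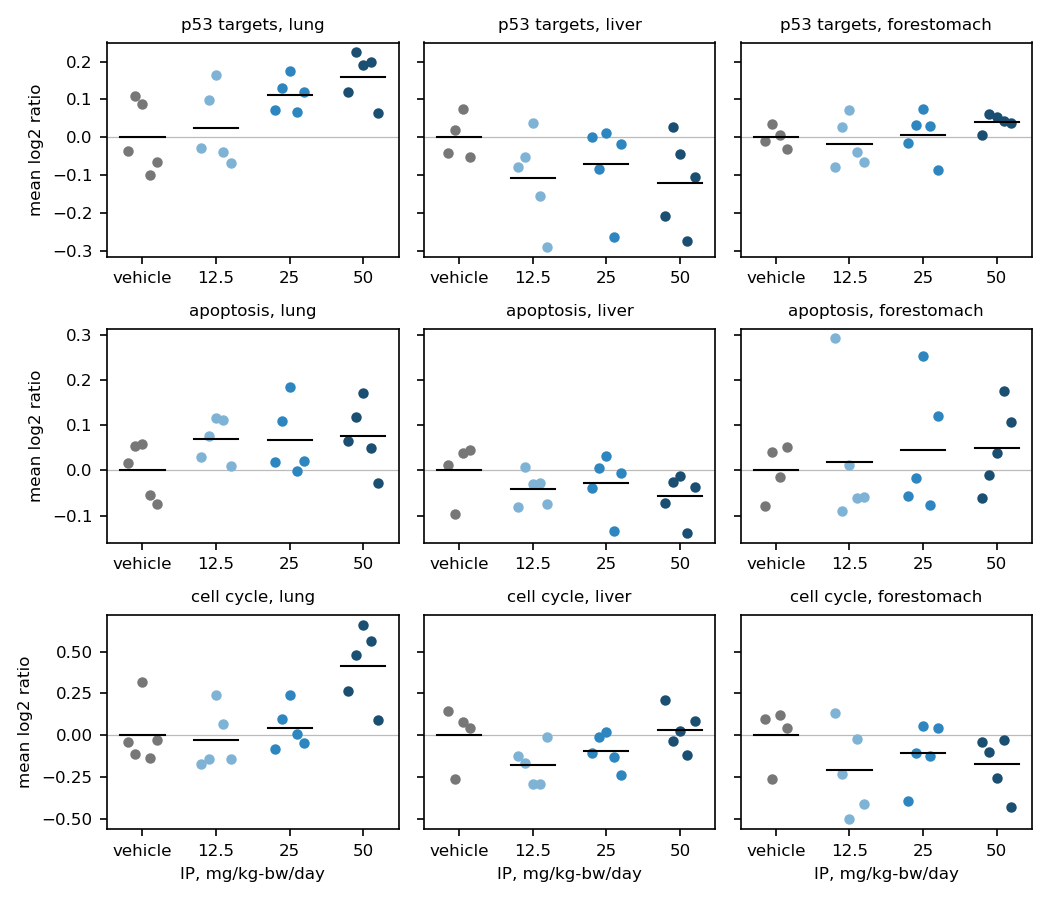
Mean log2 ratio of the genes of a list minus the vehicle mean, for the p53 targets, apoptosis and cell cycle lists in lung, liver and forestomach of mice given IP at 0, 12.5, 25 or 50 mg/kg-bw/day. Dots are mice and lines are group means, and at 50 mg/kg-bw/day the cell cycle mean lies at 0.41 in lung, 0.03 in liver and −0.17 in forestomach.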

Of the 11 distinct pathways in the “altered cell signaling” category perturbed in response to BaP, only seven were significant following BbF exposure, and less than four were altered in response to the other PAHs. Similarly, only BbF, BaA, and IP showed significant changes in at least three of the four pathways associated with immune and inflammatory response. In addition, among the commonly regulated pathways, the directionality of change in pathways reflecting their functionality was different for each PAH. 

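In lung at 50 mg/kg-bw/day of IP, the B cell list had a mean log2 fold change of 0.63, with 19 of 20 genes higher and a score above the vehicle mean in 5 of 5 mice (fry adjusted p = 0.267, between 1.79e-07 with camera and 0.484 over the alternatives). In this list, 0 genes passed both thresholds of limma and 5 passed when adjusted over the list alone. The paper lists 13 of them for IP, so they are not independent evidence. Fcer2a, a receptor for immunoglobulin E on B cells, rose by 0.94 (limma adjusted p = 0.177, and 0.0311 with slide as a block). Cd79a, a part of the B cell receptor, rose by 0.57 (limma adjusted p = 0.394). Both rose in 5 of 5 mice. Fcer2a passed in 2 of 15 alternatives that kept all mice. With 1 mouse left out it passed in 0 of 20 fits, with an adjusted p of at most 0.395. The T cell list had a mean of 0.12, higher in 4 of 5 mice (fry adjusted p = 0.595), with 0 genes past either threshold. The complement list had a mean of −0.20, lower in 4 of 5 mice with 13 of 19 genes lower (fry adjusted p = 0.595, between 0.0841 with camera and 0.964 over the alternatives), with 0 genes past either threshold. Cfd was −1.49 (limma adjusted p = 0.704, lower in 4 of 5 mice). It is also made by fat cells.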

A few examples of this include p53 signaling (BaP↑, BaA↓), apoptosis (BaP↑, BkF↓, Chr↓), and complement system activation (BaP↓, BbF↑). 

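The apoptosis list for IP in lung had a mean log2 fold change of 0.08 at 50 mg/kg-bw/day, with 14 genes higher and 6 lower and a score above the vehicle mean in 4 of 5 mice (fry adjusted p = 0.267, between 0.0963 and 0.596 over the alternatives). In this list, 0 genes passed both thresholds of limma and 1 passed when adjusted over the list alone. Fadd, an adaptor of death receptors, rose by 0.29 in 5 of 5 mice (standard error 0.07, limma adjusted p = 0.0818). Its adjusted p was 0.0292 without vehicle mouse 1 and 0.0305 with slide as a block. It rose to at most 0.197 with another mouse left out and 0.970 over the other alternatives. Casp8 rose by 0.32 (limma adjusted p = 0.476), also in 5 of 5 mice. Of the p53 targets, 8 were lower than in vehicle mice.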

For several others, it was difficult to determine directionality: apoptosis (BaP↑, BaA↕, IP↕), p53 signaling (BaP↑, BbF↕, DBahA↕, IP↕), angiogenesis (BaP↑, Chr↕), Wnt signaling (BaP↑, BbF↕, BghiP↕, DbahA↕), neuronal signaling (BaP↑, BbF↕, BkF↕, DBahA↕), lipid signaling (BaP↑, BbF↕), and complement activation (BaP↑, Chr↕). The other PAHs each affected pathways associated with at least eight hallmarks of cancer, with the exception of BghiP that induced two with one pathway each. BbF perturbed the greatest magnitude (number of pathways) of response with two hallmarks associated with 12 significant pathways, “resisting cell death” and “sustained proliferative signaling” and one hallmark associated with eleven significant pathways, “activating invasion and metastasis.”

**Fig. 6:**
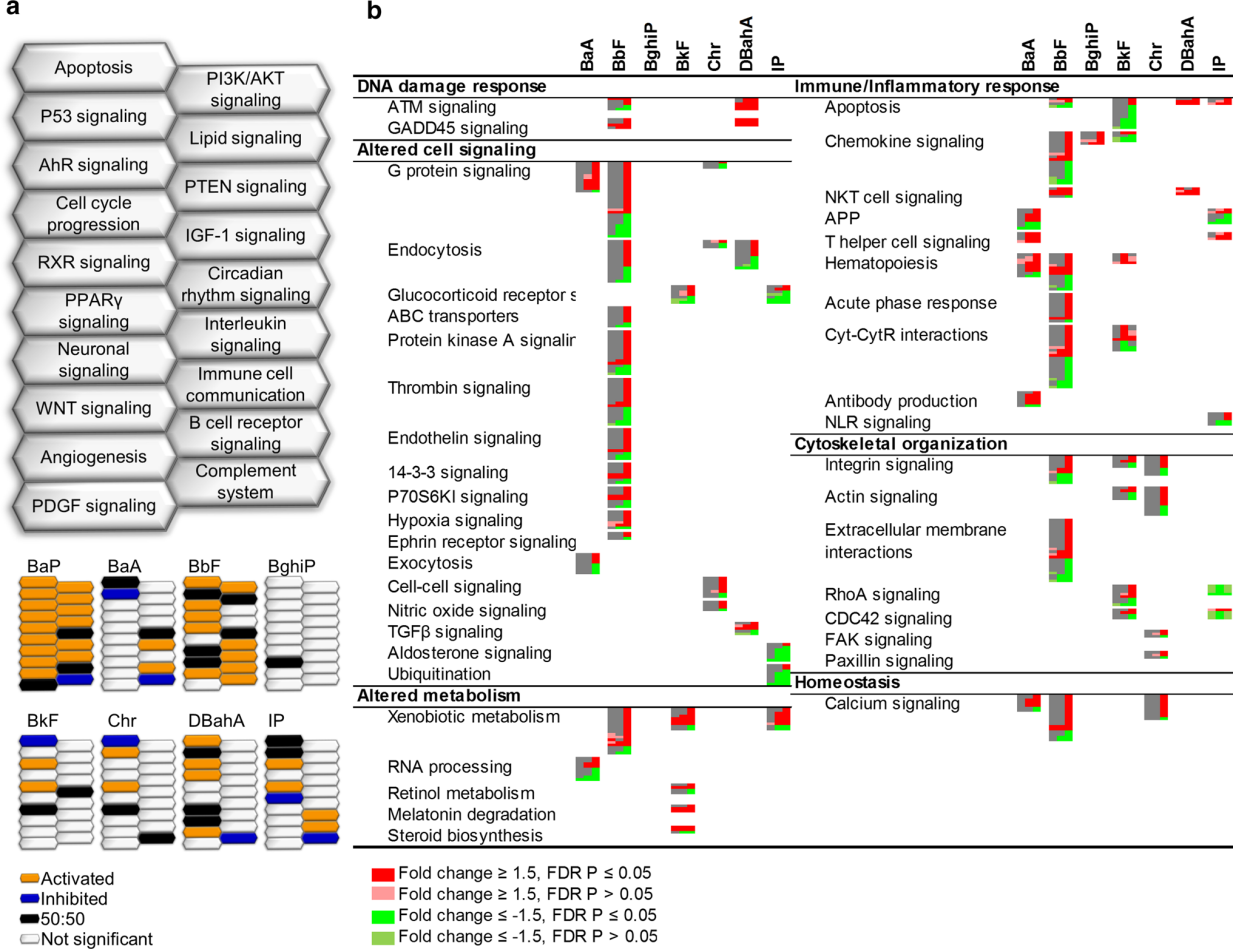
Lung **a** honeycomb diagram showing direction of regulation of pathways commonly enriched for by BaP and other PAHs. *Orange honeycombs* represent pathways that are predicted to be activated based on the direction of regulation of the genes, and *blue cells* represent those predicted to be inhibited. *Black cells* represent those in which 50 % of the genes indicate activation and 50 % of the genes indicate inhibition. *White cells* represent pathways not significant. **b** Pathways enriched for by at least one PAH and not by BaP. Each *column* represents a dose group for the denoted PAH, and each *row* represents a gene. All *colored cells* represent genes with fold change ≥1.5 in either direction (color figure online)

Fourteen upstream regulators were associated with the genes altered in response to three of the PAHs and BaP in lungs (Online Resource 4), including endogenous mammalian chemicals, protein complexes and groups, enzymes, growth factors, ligand-dependent nuclear receptors, and transcription regulators. All of these regulators (except β-estradiol) were connected by a single node—p53—a transcription factor commonly implicated in PAH-induced carcinogenesis.

##### Differences in the pulmonary response relative to BaP

Antibody production, circadian rhythm, calcium signaling, xenobiotic metabolism, G protein signaling, and cytoskeletal organization were among the pathways altered following exposure to PAHs that were not perturbed by BaP exposure (Fig. 6b). Although these differences were not found for BaP, pathways such as cytoskeletal organization, immune-mediated apoptosis, circadian rhythm, and calcium signaling were perturbed in response to more than three PAHs, potentially suggesting a non-BaP-like response shared by other PAHs. Some of these pathways were unique to a single PAH, including: exocytosis signaling, RNA processing, and antibody production for BaA; altered cell signaling (ABC transporters, protein kinase A signaling, thrombin signaling, endothelin signaling, 14-3-3 signaling, inhibitor of P70 S6 kinase (P70S6KI) signaling, hypoxia signaling, ephrin receptor signaling), acute phase response, extracellular membrane interactions, and inflammatory response for BbF; altered metabolism (retinol metabolism, melatonin degradation, steroid biosynthesis) for BkF; altered cell signaling (cell-to-cell signaling, nitric oxide signaling) and cytoskeletal reorganization (focal adhesion kinase (FAK) signaling, paxillin signaling) for Chr; transforming growth factor β (TGFβ) signaling for DBahA; and altered cell signaling (aldosterone signaling, ubiquitination) and NLR signaling for IP.

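In lung at 50 mg/kg-bw/day of IP, the NOD-like receptor (NLR) signalling list had a mean log2 fold change of 0.17, with 13 of 18 genes higher and a score above the vehicle mean in 5 of 5 mice (fry adjusted p = 0.174, between 0.0167 with camera and 0.559 over the alternatives). In this list, 0 genes passed both thresholds of limma and 3 passed when adjusted over the list alone. Il1b, Mefv and Nlrp1a rose by 0.74, 0.72 and 0.58 (limma adjusted p = 0.200, 0.127 and 0.135), each in 5 of 5 mice. These were 0.0282, 0.00284 and 0.0350 with slide as a block, and over the alternatives they rose to at most 0.970, 0.686 and 0.970. The heat shock chaperone list, tested here in place of the ubiquitination and aldosterone pathways, had a mean of −0.65, with 18 of 19 genes lower and a score below the vehicle mean in 5 of 5 mice (fry adjusted p = 0.174, between 4.78e-13 with camera and 0.612 over the alternatives). The vehicle mice differed in this score with an SD of 0.53, against 0.21 at 50 mg/kg-bw/day. In this list, 1 gene passed both thresholds and 12 passed when adjusted over the list alone. Of the list, 9 genes are in the paper's IP list, so these are not independent evidence. Dnaja1 fell by 1.19 (limma adjusted p = 0.0747, and 0.0472 without mouse 7) and Hsph1 fell by 1.47 (limma adjusted p = 0.159), each in 5 of 5 mice. These were 0.00681 and 0.0143 with slide as a block, and over the alternatives both rose to at most 0.970. With 1 mouse left out, the adjusted p of Dnaja1 rose to at most 0.174.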

### Apical responses to PAHs in the lungs

Since the lung transcriptome was the most affected of the three tissues studied, in the present study, we evaluated DNA adduct formation, *lacZ* mutant frequency, and EROD activity for lungs. The purpose is to exclusively compare the PAH-specific responses for these apical endpoints within the most affected tissue.

#### Pulmonary DNA adduct formation

The presence of bulky DNA adducts indicates the potential mutagenicity of exposure to a chemical. Using the ^32^P-post-labeling technique, DNA adducts were measured in mouse lungs following exposure to each of the individual PAHs (Fig. 7a). No adducts were detected in controls treated with vehicle only. The DNA adduct profiles obtained are shown in Online Resource 5. Although every PAH tested induced adducts in all dose groups, the adduct levels for all of these PAHs were lower than BaP. BaA, BbF, BghiP, and DBahA showed a dose-dependent increase in adduct levels similar to BaP; however, the levels of DNA adducts formed following exposures to BkF, Chr, and IP did not show dose-specific trends. It is important to note that the DNA adduct spots for the BghiP and IP samples were close to the origin on the thin-layer chromatography plate, which may have impacted quantitation. Thus, the observed increases in the adduct levels for these two PAHs are classified as semiquantitative (Online Resource 5).

**Fig. 7:**
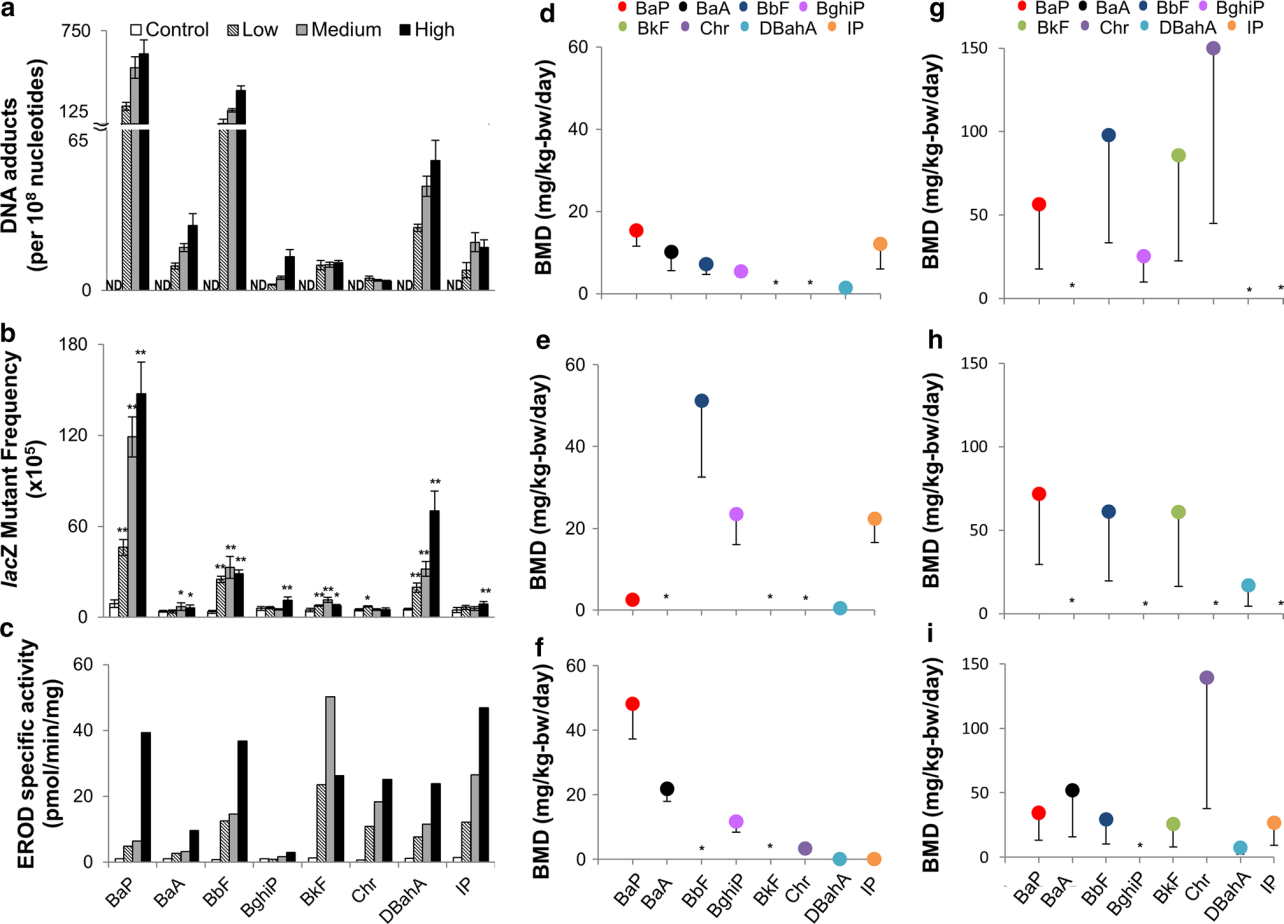
**a** DNA adduct formation, **b** *lac*Z mutant frequency, and **c** EROD activity in the lungs from Muta™Mouse sub-chronically exposed to BaP, BaA, BbF, BghiP, BkF, Chr, DBahA, and IP. Levels of PAH-DNA adducts were determined using the nuclease P1 enrichment version of the ^32^P-post-labeling method. Data are represented as average ± SEM. Average *lac*Z mutant frequency was determined using the P-gal-positive selection assay. Values shown are average frequencies × 10^5^ ± SEM. *P < 0.1, **P < 0.01 compared to vehicle controls. EROD activity was determined by pooling the tissue for all mice in each dose group. No significance can be calculated. DNA adduct and lacZ mutant frequency for BaP were previously reported (Labib et al. 2012). *ND* not detected. **d**–**i** Charts of BMD (−BMDL) values in mg/kg-bw/day for each PAH based on data for **d** DNA adducts, **e** *lac*Z mutant frequency, and **f** EROD activity, and the number of hallmarks of cancer associated with the pathways in the **g** forestomach, **h** liver, and **i** lung. *Asterisk* indicates the data could not be modeled

#### Pulmonary *lacZ* mutant frequency

A dose-dependent increase in pulmonary *lacZ* mutant frequency compared to vehicle controls was observed for BaP (Labib et al. 2012) and DBahA (Fig. 7b). Significant increases in *lacZ* mutant frequencies were observed in at least one dose group of BbF and BkF (ANOVA: *P* ≤ 0.0001), and BghiP and IP (ANOVA: *P* ≤ 0.01). *LacZ* mutant frequency was marginally increased for BaA and Chr despite the presence of DNA adducts (ANOVA: *P* ≤ 0.1).

#### EROD enzymatic activity analysis

We measured enzymatic activity of CYP1A1 via the EROD assay in the lungs of mice exposed to all of the PAHs (Fig. 7c). A dose-dependent increase in the activity of CYP1A1 was observed for BaP, BaA, BbF, BghiP, Chr, DBahA, and IP. BkF also showed an increase in EROD activity, but there was no apparent dose–response. BbF showed the maximum activity at the high dose with a 43.8-fold increase compared to vehicle controls. BghiP was the lowest inducer at all doses and showed maximum activity at the high dose with 2.8-fold increase compared to vehicle controls.

#### BMD analysis

The relative potency of the PAHs was calculated using BMD analysis. BMD and BMDL values for each apical endpoint in the lung tissue (DNA adduct formation, *lacZ* mutant frequency, and EROD activity) and for the number of hallmarks of cancer activated by each PAH in the forestomach, liver, and lung were obtained. BMD values derived from gene expression data were compared to BMDs of the apical endpoints (Fig. 7d–i). In general, the BMD models were able to fit the dose–response relationships exhibited by the apical endpoints and the hallmarks of cancer for the eight PAHs studied. Visual inspection of the curves confirmed this, and BMD/BMDL ratios <4 were obtained for all datasets.

The BMD values derived from the pulmonary DNA adduct data ranged from 1.5 mg/kg-bw/day for DBahA to 15.4 mg/kg-bw/day for BaP. The BkF and Chr data could not be modeled. In order of lowest to highest BMD values: DBahA < BghiP < BbF < BaA < IP < BaP; however, the differences between BMD and BMDL (lower confidence intervals) for each PAH suggest that the potencies are not statistically significant, with the exception of DBahA, which is substantially lower. The BMD values derived from the *lac*Z mutant frequency data ranged from 0.5 mg/kg-bw/day for DBahA to 23.5 mg/kg-bw/day for BghiP, compared to 2.6 mg/kg-bw/day for BaP. The BaA, BbF, BkF, and Chr data could not be modeled. In order of lowest to highest BMD values: DBahA < BaP < IP < BghiP; however, the BghiP and IP lower confidence intervals overlap. The BMD values derived from the pulmonary EROD data ranged from 0.06 mg/kg-bw/day for DBahA to 48.2 mg/kg-bw/day for BaP. The BbF and BkF data could not be modeled. In order of lowest to highest BMD values: DBahA < IP < Chr < BghiP < BaA < BaP. Note that the lower confidence intervals for DBahA and IP overlap.

The BMDL values derived from the hallmarks of cancer in the forestomach tissue ranged from 25.3 mg/kg-bw/day for BghiP to 150.0 mg/kg-bw/day for Chr, compared to 56.5 mg/kg-bw/day for BaP. The forestomach data for BaA, DBahA, and IP could not be modeled because of lack of response at the transcriptional level. 

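The genes that Online Resource 3 lists for IP in forestomach did not pass after adjustment over all probes. At 50 mg/kg-bw/day, Dnaja1 fell by 1.25 (standard error 0.24, limma adjusted p = 0.903) and Kdm1b fell by 0.50 (limma adjusted p = 0.946). The log2 fold changes of Kitl, Srsf5, Adam32 and Syt1 were −0.98, 0.73, 0.59 and −0.91, each with a limma adjusted p of 1.00. Transcripts of sperm cells rose most. Prm1 and Prm2, which encode protamines and are named Ppm1 and Ppm2 in the list, had log2 fold changes of 3.13 and 2.96 (limma adjusted p = 1.00 for both). Ldhc had a signal above background in 0 of 4 vehicle mice and was at least 4.09-fold higher at 50 mg/kg-bw/day. For each of these genes, all 5 mice lay on the same side of the vehicle mean. The spread between mice was large, with log2 ratios of Prm1 of 3.44 ± 1.46 (SD, n = 5) at 50 mg/kg-bw/day and 0.30 ± 0.40 (SD, n = 4) in vehicle mice.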

In order of lowest to highest, the BMDL values were BghiP < BaP < BkF < BbF < Chr; however, the lower confidence intervals overlap for all PAHs. The BMD values derived from the hallmarks of cancer in the liver ranged from 17.0 mg/kg-bw/day for DBahA to 71.9 mg/kg-bw/day for BaP. 

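Among the liver genes that Online Resource 3 lists for IP, Slc1a5 came closest to the threshold at 50 mg/kg-bw/day. Its log2 ratio was −2.97 ± 0.11 (SD, n = 5) against −2.39 ± 0.10 (SD, n = 4) in vehicle mice, a log2 fold change of −0.58 (standard error 0.09, limma adjusted p = 0.177, between 0.0270 with array weights, chosen after seeing the data, and 1.00 over the alternatives). Gpr146 and Abcc3 rose by 0.62 and 0.55 (limma adjusted p = 0.283 for both). The log2 fold changes of Oat, Mcm6, Pde5a, Tff3 and Rora were 1.12, 1.13, −2.00, −2.63 and −0.58, with a limma adjusted p of 0.302 for each. Oasl1 fell by 1.16 (limma adjusted p = 0.453). For each of these genes, all 5 mice lay on the same side of the vehicle mean. After median-centring, the changes in Slc1a5 and Rora were 5.50e-05 and 0.0046, and each was −0.29 relative to the median of all genes.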

The data for BaA and BghiP could not be modeled due to lack of model fit, and the data for Chr and IP could not be modeled due to lack of response. In order of lowest to highest, the BMD values were DBahA < BkF = BbF < BaP; however, the lower confidence intervals for all PAHs except for DBahA overlap. The BMD values derived from the hallmarks of cancer in the lung ranged from 7.53 mg/kg-bw/day for DBahA to 139.2 mg/kg-bw/day for Chr, compared to 34.5 mg/kg-bw/day for BaP. In order of lowest to highest, the BMD values were DBahA < BkF < IP < BbF < BaP < BaA < Chr. Note that the lower confidence intervals for all PAHs overlap except for DBahA. The data for BghiP could not be modeled due to lack of fit.

## Discussion

BaP is commonly accepted as a reference PAH in the estimation of excess lifetime cancer risk posed by genotoxic PAHs or PAH-containing mixtures (CCME 2010; EFSA 2008; Health Canada 2010). This is primarily based on the hypothesis that the genotoxic PAHs, such as those studied herein, act via similar modes/mechanisms of action. However, the results from several recent studies have challenged this paradigm (Jung et al. 2013; Song et al. 2012; Tilton et al. 2015). In the present study, we tested this hypothesis using a toxicogenomic approach that enables investigation of global changes in the expression of genes and associated pathways in a tissue in a single experiment. We specifically characterized the gene expression changes occurring in mouse forestomach, liver, and lung following exposure to seven individual PAHs (CCME 2010) and compared the expression changes in these tissues to those induced by exposure to BaP in previous studies (Labib et al. 2012, 2013; Malik et al. 2013). Systematic bioinformatics analysis of all DEGs and pathways perturbed in response to each individual PAH revealed three major features: (1) all PAHs induce expression changes in genes associated with a wide variety of carcinogenic pathways, processes, and functions, (2) all PAHs induce changes in the expression of genes implicated in DNA damage response conventionally described for genotoxic PAHs; however, the response varies significantly from PAH to PAH in the number of DEGs and the magnitude of the response (level of expression of each gene), and (3) PAHs induce transcriptional responses that are PAH- and tissue-specific. The significant differences noted in the global pathway perturbations across PAHs imply that, in contrast to the assumptions made in mixture risk assessment, the underlying toxicity pathways, some of which have been implicated in carcinogenesis, are not the same for all of the PAHs investigated and vary across tissues.

The accepted ways by which carcinogenic PAHs induce DNA damage and mutations involve: (1) induction of the dihydrodiol epoxide pathway catalyzed by CYP enzymes leading to stable pro-mutagenic DNA adducts, (2) the oxidation of PAH dihydrodiols by dihydrogenases to PAH-derived ortho-quinones leading to stable DNA adducts and formation of reactive oxygen species that may further contribute to the DNA damage, and (3) binding and activation of AhR resulting in intensified transcriptional activation of not only CYP1A1 but also sulfotransferases and other conjugation enzymes, which also influence DNA adduct formation. The formation of DNA adducts, an immediate consequence of PAH metabolism, is considered an early key event of PAH-mediated carcinogenesis (Moffat et al. 2015). However, several studies have shown that DNA adducts may not accurately predict the carcinogenic risk of genotoxic PAHs (Pottenger et al. 2009). For example, it has been shown that DNA adducts are present in most of the tissues of rats (Kroese et al. 2001) and mice (Zuo et al. 2014) exposed to BaP, including the tissues that eventually develop cancer, as well as those that do not. Similar observations of lack of tumors in tissues showed that high levels of DNA adducts following exposure to BaP were also noted in mice (Culp et al. 1998) and in rats (Weyand et al. 1995). Furthermore, tissue-specific rates of CYP induction, levels of DNA adducts, and mutation frequencies do not correlate with the extent of tumor formation in the tissues studied (Godschalk et al. 2003). These findings suggest that additional factors may be involved in PAH-induced tissue-specific oncogenesis. While Kroese et al. (2001) suggested that local cellular proliferation may be one such additional factor required for cancer development, here we show that perturbations of several additional biological pathways that are directly favorable to carcinogenesis may be operating in parallel with DNA damage/mutation to influence the probability of developing tissue-specific tumors in mice (Fig. 8).

**Fig. 8:**
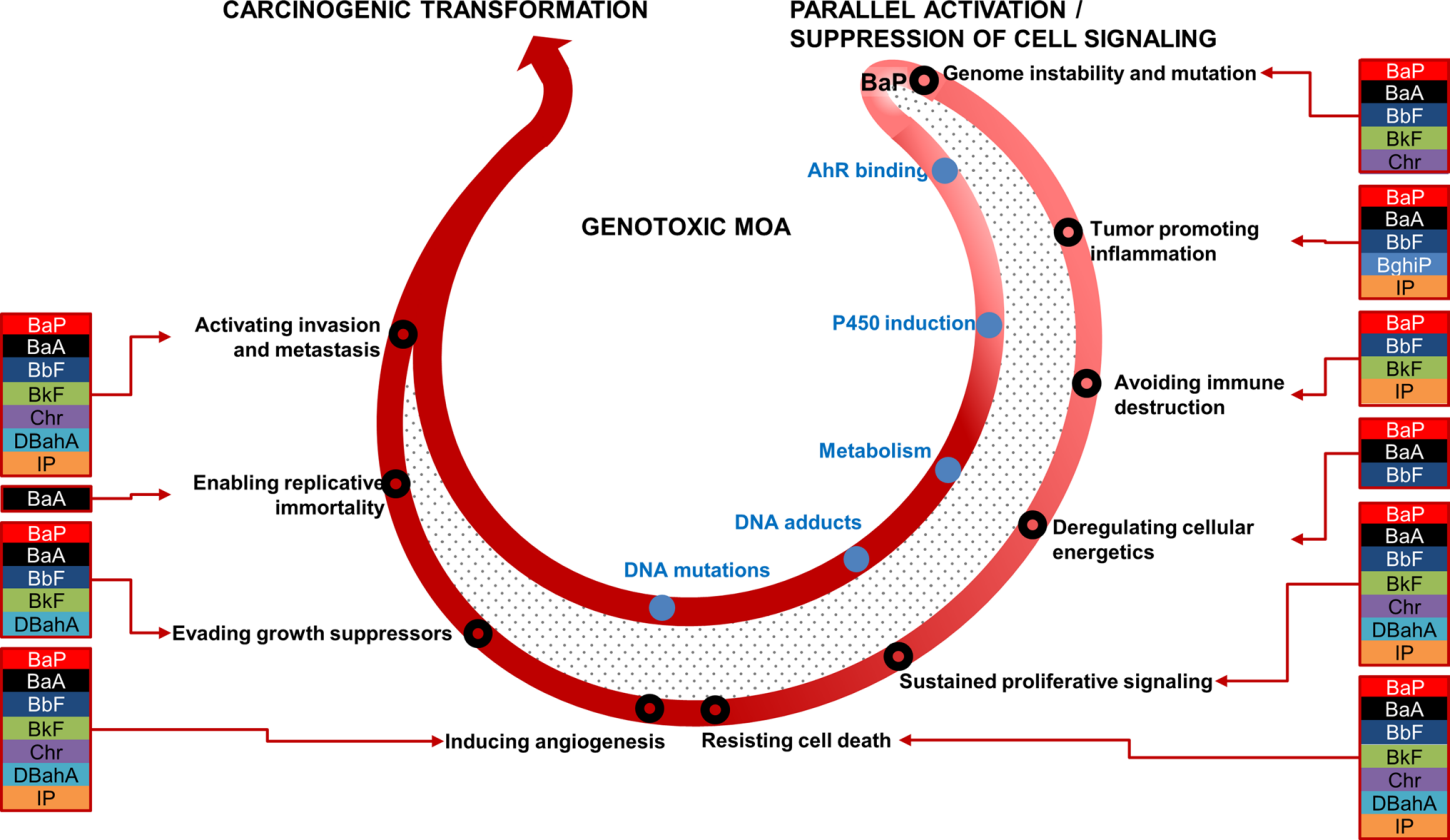
Activation or suppression of cell signaling pathways in support of pulmonary carcinogenic transformation. This schematic describes the contribution of each PAH to the carcinogenic mode of action in the form of the hallmarks of cancer. These signaling events are vital to the progression of cancer and are occurring in parallel to the genotoxic MOA key events. The order of the hallmarks in the figure does not reflect any temporal coordination or cooperation with the existing key events. BaP’s carcinogenic MOA key events are shown in *blue font* (color figure online)

In the present study, exposure to each of the PAHs caused significant increases in both DNA adducts and transgene mutant frequency in lung compared to matched controls. However, considerable differences in lung responses were observed at the pathway level for each PAH examined. PAH-specific pathway changes were also observed in the liver and forestomach. To determine whether consideration of apical endpoints and perturbations in a number of key pathways that are favorable to cancer formation would help improve cancer predictivity, we compared the BMDs for the lung apical endpoints and genomics endpoints for each of the PAHs examined. The known hallmarks of cancer were used as a directional tool to effectively classify a wide variety of pathways perturbed by the PAHs into functional groups and to highlight the altered tissue microenvironment following exposure. BMD calculation for individual apical endpoints and cancer-specific pathways varied depending on the type of data considered. The DNA adduct-derived BMDs predicted BghiP to be the second most potent, which is contrary to the available literature and its recent classification as a PAH lacking evidence for carcinogenicity by the USEPA and IARC (IARC 2010; USEPA 2011). These results further support the complexities related to the predictive value of DNA adducts for carcinogenic potency of PAHs discussed above. BMD values derived from the results of mutant frequency ranked DBahA and BaP as the most potent with respect to their ability to induce mutation in a non-transcribed transgene. BaA and Chr data could not be modeled due to their poor ability to induce mutation as observed by the lack of response. It was also not possible to model BkF data due to lack of dose response. However, at the low and medium dose, BkF did show increased mutant frequency. Similarly, cancer pathway-based BMDs ranked DBahA as the most potent PAH able to elicit hallmark events and Chr as the least potent, which is in line with IARC’s classification of Chr as a group 3 non-carcinogen (IARC 2010; USEPA 2011). BaP was consistently ranked less potent than DBahA for all endpoints considered, in line with the results of an earlier study that showed DBahA as a more potent carcinogen in rats compared to BaP (Wenzel-Hartung et al. 1990). The importance of the temporal coordination of the hallmarks of cancer should be noted. The activation of angiogenesis or invasion and metastasis are later events in tumor progression; however, identification of perturbations in related signaling pathways at early stages may enhance the tumor predictivity when considered in conjunction with conventional toxicological endpoints. Although, it is not general practice to derive BMDs for DNA adducts, mutations (e.g., *lac*Z mutant frequency), or gene pathways for regulatory purposes, in the absence of rodent cancer bioassay data, BMDs for these toxicological endpoints may serve to set regulatory limits that would protect against effects that are mechanistically or empirically linked to carcinogenesis and prioritize compounds for further testing by long-term cancer bioassays. Recently, in a comprehensive case study, Moffat et al. (2015) compared BMDs derived from traditional cancer bioassays and those derived from pathway-based analyses indicative of carcinogenesis in BaP-exposed tissues. The authors showed a high concordance between the points of departures derived from both apical and gene expression endpoints, as well as cancer bioassays for BaP. However, it is not possible to make direct comparisons between the BMDs derived from cancer bioassays and the results from the present study since not all the PAHs examined have cancer bioassay results available (IARC 2010). Although further studies are needed to conclusively demonstrate the use of such non-cancer bioassay data for regulatory purposes, in the immediate term, the gene expression results obtained from the present and the study by Moffat et al. can be used to support the decision to use non-cancer data in a regulatory setting and to help reduce the uncertainties associated with that approach. Collectively, these results suggest that depending on the endpoint investigated, the potency ranking of each of these PAHs, including BaP, will differ for each tissue; a detailed knowledge of pathway perturbations will reduce the uncertainties involved in making such predictions of future carcinogenesis and will increase the accuracy of these rankings.

With the exception of BghiP, we observed that the key pathways involved in DNA adduct formation and DNA damage in lungs were all activated in response to the individual PAH exposures. These results suggested that six of the PAHs tested induce DNA damage responses similar to those observed in response to BaP. However, activation of several other cellular signaling pathways indicative of hallmarks of cancer, including neuronal signaling (required for activation of invasion and metastasis), activation of angiogenesis (required for blood vessel formation in tumors), activation of PI3 K/AKT signaling pathway (involved in resisting cell death), cell cycle progression (required for cellular proliferation in the presence of damaged DNA), circadian rhythm signaling (associated with the evasion of growth suppressors), inhibition of PPARγ signaling (required for inhibition of neoplastic growth of cancer cells), avoiding immune destruction, and tumor-promoting inflammation, varied between the PAHs. The other pathways uniquely altered only in response to congener PAHs in the present study, such as calcium signaling (BaA, BbF, and Chr), endocytosis (BbF, Chr, and DBahA), chemokine signaling (BbF, BghiP, and BkF), and cytoskeletal reorganization (BbF, BkF, Chr, and IP), have previously been linked to BaP exposure (Ba et al. 2014; Laupeze et al. 2002; Mayati et al. 2012; van Grevenynghe et al. 2003). For example, G protein-coupled receptor signaling mediates alterations in calcium signaling in endothelial HMEC-1 cells and human kidney HEK293 cells following exposure to BaP (Mayati et al. 2012), as demonstrated by the inhibition of BaP-induced signaling in the presence of suramin, a potent inhibitor of G protein. Chemokine signaling induced by BbF, BghiP, and BkF was observed following BaP-induced inflammation in primary human macrophages (Lecureur et al. 2005; Sparfel et al. 2010). Similarly, endocytic function is inhibited in macrophages, and dendritic cells derived from human monocytes exposed to BaP (Laupeze et al. 2002; van Grevenynghe et al. 2003). However, the implications of these pathways in cancer formation in lungs are not clear. Thus, it is not apparent whether a combination of DNA adduct formation, mutation induction, and the perturbation of pathways mentioned above is sufficient to trigger cancer formation following exposure to PAHs. One possibility is that the PAHs that induced low levels of DNA damage or mutations and subtle responses at the pathway levels could be acting as tumor promoters rather than initiators of cancer. For instance, it is known that altered calcium signaling helps sustain cellular proliferation and foster metastatic environment (Prevarskaya et al. 2011; Resende et al. 2013), and defective endocytosis has been linked to increased metastatic function in cancer cells (Mosesson et al. 2008). Cytoskeletal organization has been linked to metastasis and invasion of early tumor cells (Donald et al. 2001), and it is known that BaP exposure promotes cell migration and invasion in both in vivo and in vitro models of human hepatocellular carcinoma (Ba et al. 2014). This may be required for expansion of genetically damaged cells and subsequent cancer formation. Inflammation involving chemokine signaling is also proposed to promote conditions conducive to cancer formation in genotoxic, as well as in non-genotoxic, scenarios (Lu et al. 2006). Thus, in addition to the DNA damage response pathways induced by BaP and the other PAHs examined, activation of distinct signaling pathways induced by the other PAHs suggests greater contribution of alternative carcinogenic mode/mechanisms.

In addition to the induction of cancer-related pathways, the results of the present study demonstrate that the tissue-specific transcriptional responses to PAHs are distinct, suggesting that the carcinogenic potency of each individual PAH will vary based on the type of tissue investigated. Of the forestomach, liver, and lung tissues, the greatest response at the transcriptional level was induced in the lung, which we previously showed for BaP in both acute exposure (B6C3F1 mice orally exposed to BaP for 3 days with sample collection 4 h post-exposure) (Halappanavar et al. 2011) and sub-chronic studies (Labib et al. 2012, 2013). Indeed, the BMD values for transcriptional pathways associated with the hallmarks of cancer for seven of the eight PAHs indicated that the pulmonary response was more sensitive than the liver and forestomach (BaP, BaA, BbF, BkF, Chr, DBahA, and IP). For BghiP, only the forestomach data could be modeled, possibly indicative of lower potential for adverse outcomes in the lung and liver compared to the forestomach for this PAH. Similar observations of enhanced pulmonary response were noted in mice exposed to oral BaP in studies conducted by Halappanavar et al. (2011) and Harrigan et al. (2006). Other recent studies have also shown tissue-specific gene expression changes in a multi-tissue analysis following BaP exposure (Zuo et al. 2014). One of the explanations for the observed tissue-specific discrepancies could be the different rates of metabolism, clearance, and translocation or tissue distribution of these PAHs from the targeted tissues. It is a possibility that some PAHs, such as DBahA and BbF, are quickly distributed to distant organs (e.g., lungs) from the forestomach (site of contact), which may result in reduced impact on the forestomach. This in turn may induce differential responses at the molecular level that are related to the likelihood of eventual cancer formation.

## Conclusions

The present study explored the validity of the assumption that BaP is an acceptable reference PAH for genotoxic, carcinogenic PAHs by examining the global gene expression changes in three separate tissues. Our results showed that all of the PAHs investigated were able to induce genotoxicity in a dose-dependent manner. However, these results were not comparable with the known relative potencies calculated based on BaP as a reference chemical (CCME 2010). The results also revealed a response at the transcriptional level following exposure to the PAHs that varied according to agent, dose, and tissue. Moreover, the gene expression results clearly demonstrated that each PAH induces molecular alterations (signaling pathways) related to carcinogenesis that are distinct from those observed for BaP, thus contradicting the assumption that they all act through similar mechanisms. We show differences in the ability of PAHs to induce major key events, as well as other molecular changes related to carcinogenesis, which suggests that the relative potency approach, which is estimated based on current default assumptions, may not be accurate. These distinct tissue-specific transcriptional responses are indicative of the need to exercise caution when deriving potency equivalence factor (PEF) values; depending on what endpoint/tissue is evaluated in coming up with a PEF value, these differences could lead to overestimation or underestimation of the PEF, which would result in overestimation or underestimation of the total risk estimate.

Thus, the results of the present study show that BaP alone may not accurately reflect the toxicity imparted by other PAH congeners and suggest that consideration of toxicity induced by more than one PAH be used to represent the class of PAHs. Finally, moving forward, an integrated approach that involves multiple endpoints, including genomics, and multiple tissues may help increase the accuracy of the assay-derived relative potencies for each PAH and the predictive potential of the relative potency approach.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1 (PDF 250 kb)

Supplementary material 2 (PDF 259 kb)

Supplementary material 3 (PDF 26570 kb)

Supplementary material 4 (PDF 254 kb)

Supplementary material 5 (PDF 274 kb)

# Supplementary material for: Comparative transcriptomic analyses to scrutinize the assumption that genotoxic PAHs exert effects via a common mode of action
**Source:** Arch Toxicol. 2015 Sep 16;90(10):2461–80. doi: 10.1007/s00204-015-1595-5
**Supplement:** Supplementary file 1 — Supplementary material 1

Article Title: Comparative Transcriptomic Analyses to Scrutinise the Assumption That Genotoxic Priority PAHs Exert Effects via a Common Mode of Action

Journal: Archives in Toxicology

Authors: Labib S, Williams A, Guo CH, Leingartner K, Arlt VM, Schmeiser HH, Yauk CL, White PA, Halappanavar S\*

### **Supplementary File 1 - Detailed methodology**

#### **A - Tissue RNA extraction and purification**

Total RNA was isolated for gene expression analysis as described previously (Halappanavar et al. 2011; Labib et al. 2013; Labib et al. 2012). Briefly, total RNA was extracted from a random slice of the forestomach, liver, and lung using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) and purified using RNeasy Mini Kit (Qiagen, Mississauga, ON, Canada) following manufacturer's recommendations. All samples showed high quality RNA: with a A260/A280 ratios between 2.0 and 2.2 as determined by the NanoDrop Spectrophotometer (ThermoFisher Scientific, Mississauga, ON, Canada) and RNA integrity numbers above 7 as determined using an Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Mississauga, ON, Canada).

#### **B - Microarray hybridization and analysis**

Detailed protocols of the microarray hybridization and statistical analysis of the gene expression data are described in Labib et al. (2013). A minimum of four individual animals were used from each treatment group from each PAH except for BkF low dose group, which had only 3 mice. Sample sizes of 5 were used for each PAH and treatment group, except for the BkF and IP exposures (Table 1). In brief, 200 ng of total RNA from each individual sample and 200 ng of Universal Mouse Reference RNA (Stratagene, Mississauga, ON, Canada) was used to synthesize cDNA and cyanine-labeled cRNA using the Agilent Linear Amplification Kit (Agilent Technologies Inc., Mississauga, ON, Canada). The labeled cRNA (Cyanine-5 for experimental samples and Cyanine-3 for reference RNA) was purified using RNeasy Mini Kit (Qiagen, Mississauga, ON, Canada). 300 ng of labeled cRNA from each experimental sample was hybridized with the same amount of labeled reference RNA to Agilent Sureprint G3 Mouse GE 8x60K microarrays (Agilent Technologies Inc., Mississauga, ON, Canada) at 65°C for 17 hours in the Agilent SureHyb hybridization chamber. The arrays were washed and scanned on the Agilent G2505B Scanner according to the manufacturer's recommendations. Data were extracted using Feature Extraction 10.7.3.1 (Agilent Technologies Inc., Mississauga, ON, Canada).

Details of the statistical normalization methods of the gene expression data are described in Labib et al. (2013). Briefly, a reference design (Kerr and Churchill 2001; Kerr and Churchill 2007) was used to analyse microarray data. Non-background median signal intensities were normalized using LOWESS (Yang et al. 2002) using the R (R Development Core Team 2010) software. A gene was considered differentially expressed using the F<sub>s</sub> statistic (Cui et al. 2005) in the MAANOVA R library (Wu et al. 2003). The P values for all statistical tests for each probe ID were estimated by the permutation method using residual shuffling, followed by adjustment for multiple comparisons using the false discovery rate (FDR) approach (Benjamini and Hochberg 1995). The fold change calculations were based on the least-square means (Goodnight and Harvey 1978; Searle et al. 1980). All microarray results are

deposited in the Gene Expression Omnibus database (<http://www.ncbi.nlm.nih.gov/geo/>) under the accession number GSE51321.

### **C - Hierarchical clustering analysis**

Biological replicates of each experimental condition were collapsed to an average expression value for each gene and were normalized to the median of the control samples. The expression data relative to controls for all samples treated with the eight PAHs were then merged together using the Agilent probe IDs. This dataset was then filtered using the differentially expressed genes (DEGs) from the eight independent MAANOVA analyses. Hierarchical clustering was then applied to the filtered data using the one minus correlation dissimilarity metric using the spearman correlation with average linkage. Data was visualized using a heatmap.

### **D - Bioinformatics and pathway analysis**

List of DEGs (FDR  $P \leq 0.05$ , fold change  $\pm 1.5$ ) from each PAH congener were independently analysed to identify biological functions or processes perturbed in response to the treatment. DAVID (Huang da et al. 2009) Functional Annotation Charts were used to identify gene ontology (GO) terms (biological processes and cellular compartments) associated with the significant genes, and to classify the DEGs into biological pathways using KEGG pathways (Kanehisa and Goto 2000). MetaCore (Thomson Reuters, <http://www.genego.com/metacore.php>) pathway analysis and network process analysis were used for functional classification. Ingenuity Pathway Analysis (IPA, Ingenuity Systems, Redwood City, CA, USA) Canonical Pathway analysis, Biological Function analysis, and Network analysis were used to identify biological pathways and functions associated with the DEGs. Based on the tool used, different criteria were used to determine the significance of pathways, functions or biological processes perturbed. Any pathway or process that was associated with more than 3 DEGs was included in the interpretation of the results. In addition, an EASE score cut-off of  $P \leq 0.05$  was applied to DAVID ontologies and KEGG pathways, and  $P \leq 0.05$  to IPA canonical pathways and MetaCore process networks. Redundancy in pathways and processes were reduced by collapsing multiple pathways or processes implying perturbation of the same biological function (Supplementary File 2).

IPA's upstream regulator analysis was performed to determine the common regulatory mechanisms (transcription factors and receptors) operating in response to individual PAHs compared to BaP. This analysis constructs a network of all possible relationships between upstream regulators and the genes in the data. The activation Z-score makes predictions about the activation state of the regulators (activated or inhibited) by using information about the direction of gene regulation. All upstream regulators with  $\geq 3$  genes,  $P \leq 0.05$ , and activation Z-score  $\geq |2.0|$  were included in the interpretation. Upstream regulators categorized as chemical drugs, chemical toxicants, biologic drugs, chemical kinase inhibitor, chemical protease inhibitor, chemical endogenous (non-mammalian), chemical reagent, and chemical toxicant were not included in the analysis.

The NextBio meta-analysis function was used to compare the transcriptomic responses following exposure to individual PAHs and following exposure to BaP. A less stringent non-FDR p-value cut-off of less than 0.05 and fold change of  $\pm 1.2$  was applied. A pairwise comparison was made for each gene between the two datasets (for example, BaP vs BbF). A rank-based enrichment statistic was applied to determine the final correlation score. If the direction of change in the expression of a gene following a PAH is the same as the direction of change in expression of that gene following exposure to BaP, then the correlation is positive.

Since the focus of the study was to compare the carcinogenic potential of PAHs, significantly perturbed pathways and processes were reorganized according to their association with the 6 hallmarks of cancer (activating invasion and metastasis, enabling replicative immortality, evading growth suppressors, inducing angiogenesis, resisting cell death, sustained proliferative signaling), 2 emerging hallmarks (deregulating cellular energetics, avoiding immune destruction), and 2 enabling characteristics (genome instability and mutation, tumor promoting inflammation), as described in Hanahan and Weinberg (2011). The pathways or processes that could not be classified as cancer related were not used in the analysis and interpretation of the results.

#### **E - DNA extraction from lung tissue**

The frozen lung tissues were sliced randomly for isolation of genomic DNA as described in Labib et al. (2012). In brief, lung tissue was minced and degassed to remove all traces of air in the alveoli and washed in ice cold Phosphate Buffered Saline (PBS) twice. The minced tissue was lysed in 10 mM Tris, pH 7.6, 10  $\mu$ M EDTA, 100  $\mu$ M NaCl, and 1% SDS and digested with proteinase K (1 mg/ml) overnight on a rotating platform at 37°C. Genomic DNA was isolated on the following day using a phenol/chloroform/isoamyl alcohol (25:24:1) and chloroform/isoamyl alcohol (24:1) extraction procedure (Renault et al. 1997). The DNA was precipitated in ethanol and dissolved in TE buffer and stored at 4°C until used.

#### **F - *LacZ* mutant frequency in lung tissue**

The *lacZ* mutant frequency analysis in lung tissues using the phenyl- $\beta$ -D-galactopyranoside (P-Gal) positive selection assay was conducted as described previously (Labib et al. 2012; Lemieux et al. 2011). Briefly, the  $\lambda$ gt10/*lacZ* DNA was removed from the mouse genomic DNA and packaged using the Transpack lambda packaging system (Stratagene, La Jolla, CA, USA). The packaged DNA was mixed with bacteria (*Escherichia coli lacZ*, *galE*<sup>-</sup>, *recA*<sup>-</sup>, pAA19 with *galT* and *galK*), plated on minimal medium (0.3% (w/v) P-Gal), and incubated overnight at 37°C. At the same time, total plaque forming units were measured on titers that did not contain P-Gal. Mutant frequency is expressed as a ratio of the number of mutant plaque forming units to total plaque forming units.

#### **G - DNA adduct analysis in lung tissue**

DNA adduct formation in each sample was determined using the nuclease P1 digestion enrichment version of <sup>32</sup>P-post-labeling assay as described previously (Phillips and Arlt 2014; Phillips and Arlt 2007) with minor modifications as described in Labib et al. (2012). Briefly, 4  $\mu$ g of total DNA was digested with micrococcal nuclease (288 mUnits, Sigma) and calf spleen phosphodiesterase (1.2 mUnits, MP Biomedicals), enriched, and was radiolabelled (Phillips and Arlt 2014; Phillips and Arlt 2007). The labeled adducted nucleotide biphosphates were separated by thin-layer chromatography (TLC) on polyethyleneimine-cellulose plates (Macherey-Nagel, Düren, Germany) with chromatographic conditions described in (Arlt et al. 2008). Chromatographs were scanned using a Packard Instant Imager (Canberra Packard, Downers Grove, USA) and DNA adduct levels (relative adduct labeling) were calculated from the adduct counts per minute (cpm), the specific activity of [ $\gamma$ -<sup>32</sup>]PATP, and the amount of DNA (pmol of DNA-P) used. Results are expressed as DNA adducts per 10<sup>8</sup> nucleotides.

#### **H - Enzymatic analysis of lung Cyp1a activity**

For the enzymatic analysis, since the available amount of tissue from each treatment group was small, samples from the same treatment group were pooled (Supplementary File 1). Approximately 30 mg of lung tissue from each individual sample from specific treatment group were pooled and homogenized using a serrated Teflon pestle and glass grinding vessel in 2.5 volumes of ice cold 0.05M Tris-1.15% KCl

buffer pH 7.4. The homogenate was centrifuged at 10,200 g for 20 minutes at 4°C (Sorval Legend Micro 21R) and the supernatant (S9 fraction) was separated for protein and EROD analyses. EROD activity, a measure of CYP1A1 and CYP1A2 enzyme activity, was determined according to the method of Burke et al. (1985), with modifications. Reactions were carried out at 37°C with triplicate technical replicates in 96-well plates. The final incubation consisted of Tris buffer (0.05 M, pH 7.4), 0.5 µM 7-ethoxyresorufin substrate, 15 µM dicumerol, 11 mM MgCl<sub>2</sub>, 20 µl of lung S9 supernatant, and 280 µM NADPH (Sigma Aldrich Canada Ltd, Oakville, ON, Canada), with a final well volume of 220 µl. The fluorescence of resorufin was measured every minute for 8 minutes with a SpectraMax M2 (Molecular Devices, Sunnyvale, CA, USA), with excitation and emission wavelengths of 530 nm and 585 nm. Fluorescence values were converted to nanomoles using standard resorufin fluorescence. Total protein content of the S9 fraction was measured using the Quick Start™ Bradford Protein Assay (Bio-Rad Laboratories, Hercules, CA, USA), using a standard curve of bovine serum albumin.

## References

- Arlt VM, Stiborová M, Henderson CJ, et al. (2008) Metabolic activation of benzo[a]pyrene in vitro by hepatic cytochrome P450 contrasts with detoxification in vivo: experiments with hepatic cytochrome P450 reductase null mice. *Carcinogenesis* 29(3):656-665
- Benjamini Y, Hochberg Y (1995) Controlling the false discovery rate: A practical and powerful approach to multiple testing. *Journal of the Royal Statistical Society: Series B (Methodological)* 57:289-300
- Cui X, Hwang JT, Qiu J, Blades NJ, Churchill GA (2005) Improved statistical tests for differential gene expression by shrinking variance components estimates. *Biostatistics* 6(1):59-75
- Goodnight JH, Harvey WR (1978) Least-Square Means in the Fixed-Effects General Linear Models., vol Technical Report R-103. SAS Institute Inc, Cary, N.C.
- Halappanavar S, Wu D, Williams A, et al. (2011) Pulmonary gene and microRNA expression changes in mice exposed to benzo(a)pyrene by oral gavage. *Toxicology* 285:133-141
- Hanahan D, Weinberg R (2011) Hallmarks of cancer: the next generation. *Cell* 144(5):646-674
- Huang da W, Sherman BT, Lempicki RA (2009) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nature Protocols* 4(1):44-57
- Kanehisa M, Goto S (2000) KEGG: kyoto encyclopedia of genes and genomes. *Nucleic Acids Research* 28(1):27-30
- Kerr MK, Churchill GA (2001) Experimental design for gene expression microarrays. *Biostatistics* 2(2):183-201
- Kerr MK, Churchill GA (2007) Statistical design and the analysis of gene expression microarray data. *Genetical Research* 89(5-6):509-514
- Labib S, Guo C, Williams A, Yauk C, White P, Halappanavar S (2013) Toxicogenomic outcomes predictive of forestomach carcinogenesis following exposure to benzo(a)pyrene: relevance to human cancer risk. *Toxicology and Applied Pharmacology* 273(1):269-280
- Labib S, Yauk C, Williams A, et al. (2012) Sub-chronic oral exposure to benzo(a)pyrene leads to distinct transcriptomic changes in the lungs that are related to carcinogenesis. *Toxicological Sciences* 129(1):213-224
- Lemieux C, Douglas G, Gingerich J, et al. (2011) Simultaneous measurement of benzo[a]pyrene-induced Pig-a and lacZ mutations, micronuclei and DNA adducts in Muta™ Mouse. *Environmental and Molecular Mutagenesis* 52(9):756-765
- Phillips D, Arlt V (2014) 32P-Postlabeling Analysis of DNA Adducts. In: Keohavong P, Grant SG (eds) *Molecular Toxicology Protocols. Methods in Molecular Biology*, vol 1105. Humana Press, p 127-138
- Phillips DH, Arlt VM (2007) The 32P-postlabeling assay for DNA adducts. *Nature Protocols* 2(11):2772-2781
- R Development Core Team (2010) R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria

Renault D, Brault D, Thybaud V (1997) Effect of ethylnitrosourea and methyl methanesulfonate on mutation frequency in MutaTMMouse germ cells seminiferous tubule cells and epididymis spermatozoa. *Mutation Research* 388:145-153

Searle SR, Speed FM, Milliken GA (1980) Population marginal means in the linear model: An alternative to least squares means. *The Journal of American Statistics* 34:216-221

Wu H, Kerr MK, Cui X, Churchill GA (2003) MAANOVA: A Software Package for the Analysis of Spotted cDNA Microarray Experiments. In: Parmigiani G, Garrett ES, Irizarry RA, Zeger S (eds) *The analysis of gene expression data: methods and software*. Springer, Verlag, p 313-431

Yang YH, Dudoit S, Luu P, et al. (2002) Normalization for cDNA microarray data: A robust composite method addressing single and multiple slide systematic variation. *Nucleic Acids Research* 30(4):e15

# Supplementary material for: Comparative transcriptomic analyses to scrutinize the assumption that genotoxic PAHs exert effects via a common mode of action
**Source:** Arch Toxicol. 2015 Sep 16;90(10):2461–80. doi: 10.1007/s00204-015-1595-5
**Supplement:** Supplementary file 2 — Supplementary material 2

Article Title: Comparative Transcriptomic Analyses to Scrutinise the Assumption That Genotoxic Priority PAHs Exert Effects via a Common Mode of Action

Journal: Archives in Toxicology

Authors: Labib S, Williams A, Guo CH, Leingartner K, Arlt VM, Schmeiser HH, Yauk CL, White PA, Halappanavar S\*

**Supplementary File 2 - Collapsed functional groupings for each pathway and process**

|                            | Gene Ontologies                                                                        | KEGG pathways       | IPA Canonical Pathways                            | MetaCore: Process Networks                                          |
|----------------------------|----------------------------------------------------------------------------------------|---------------------|---------------------------------------------------|---------------------------------------------------------------------|
| <b>DNA damage response</b> |                                                                                        |                     |                                                   |                                                                     |
| Apoptosis                  | GO:0006915 apoptosis                                                                   |                     | Apoptosis Signaling                               | Apoptosis: Apoptotic nucleus                                        |
|                            | GO:0006917 induction of apoptosis                                                      |                     |                                                   | Apoptosis: Anti-Apoptosis mediated by external signals via PI3K/AKT |
|                            | GO:0043065 positive regulation of apoptosis                                            |                     |                                                   | Apoptosis: Apoptotic mitochondria                                   |
|                            | GO:0008629 induction of apoptosis by intracellular signals                             |                     |                                                   | Apoptosis: Endoplasmic reticulum stress pathway                     |
|                            | GO:0001844 protein insertion into mitochondrial membrane during induction of apoptosis |                     |                                                   |                                                                     |
|                            | GO:0042981 regulation of apoptosis                                                     |                     |                                                   |                                                                     |
|                            | GO:0043066 negative regulation of apoptosis                                            |                     |                                                   |                                                                     |
|                            | GO:0006916 anti-apoptosis                                                              |                     |                                                   |                                                                     |
| ATM signaling              |                                                                                        |                     | ATM signaling                                     |                                                                     |
| Cell cycle                 | GO:0007049 cell cycle                                                                  | mmu04110:Cell cycle | Cell Cycle: G1/S Checkpoint Regulation            | Cell cycle: Core                                                    |
|                            | GO:0007050 cell cycle arrest                                                           |                     | Cell Cycle: G2/M DNA Damage Checkpoint Regulation | Cell cycle: G1-S                                                    |
|                            | GO:0000087 M phase of mitotic cell cycle                                               |                     | Cyclins and Cell Cycle Regulation                 | Cell cycle: G2-M                                                    |
|                            | GO:0007067 mitosis                                                                     |                     | Cell Cycle Control of Chromosomal Replication     |                                                                     |

GO:0022402 cell cycle process

Role of CHK Proteins in Cell Cycle Checkpoint Control      Cell cycle: Mitosis

GO:0051329 interphase of mitotic cell cycle

Role of BRCA1 in DNA Damage Response      Cell cycle: S phase

GO:0000278 mitotic cell cycle

Mitotic Roles of Polo-Like Kinase      Cell cycle: G0-G1

GO:0000075 cell cycle checkpoint

Estrogen-mediated S-phase entry      Cell cycle: G1-S Growth factor regulation

GO:0000082 G1/S transition of mitotic cell cycle

Cell cycle: G1-S Interleukin regulation

GO:0000910 cytokinesis

DNA damage: Checkpoint

GO:0007093 mitotic cell cycle checkpoint

GO:0007346 regulation of mitotic cell cycle

GO:0051325 interphase

GO:0051726 regulation of cell cycle

---

GADD45 signaling

---

GADD45 signaling

p53 signaling pathway

mmu04115:p53 signaling pathway

p53 Signaling

---

**Altered cell signaling**

---

14-3-3 signaling

14-3-3-mediated Signaling

ABC transporter signaling

mmu02010:ABC transporters

AhR signaling

Aryl Hydrocarbon Receptor Signaling

Aldosterone signaling

Aldosterone Signaling in Epithelial Cells

AMPK signaling

AMPK Signaling

---

Angiogenesis

GO:0001525 angiogenesis

Development: Regulation of angiogenesis

GO:0045765 regulation of angiogenesis

Cardiac development: Wnt\_beta-catenin, Notch, VEGF, IP3 and integrin signaling

GO:0045766 positive regulation of angiogenesis

GO:0016525 negative  
regulation of angiogenesis

|                                      |                                                 |                                                                                                                                                                                                              |
|--------------------------------------|-------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell-cell signaling                  |                                                 | Epithelial Adherens Junction<br>Signaling<br>Gap Junction Signaling<br>Tight Junction Signaling                                                                                                              |
| Endocytosis                          | GO:0006897~endocytosis                          | Virus Entry via Endocytic<br>Pathways<br>Caveolar-mediated<br>Endocytosis Signaling<br>Fcγ Receptor-mediated<br>Phagocytosis in<br>Macrophages and<br>Monocytes<br>Macropinocytosis Signaling                |
| Endothelin signaling                 |                                                 | Endothelin-1 Signaling                                                                                                                                                                                       |
| Ephrin receptor signaling            | GO:0048013~ephrin<br>receptor signaling pathway |                                                                                                                                                                                                              |
| Estrogen receptor signaling          |                                                 | Estrogen receptor signaling                                                                                                                                                                                  |
| Exocytosis                           | GO:0006887~exocytosis                           |                                                                                                                                                                                                              |
| FGF signaling                        |                                                 | FGF Signaling                                                                                                                                                                                                |
| G protein signaling                  |                                                 | G-Protein Coupled Receptor<br>Signaling<br>cAMP-mediated signaling<br>Dopamine-DARPP32<br>Feedback in cAMP Signaling<br><br>Gαi Signaling<br>Gαq Signaling<br>Cholecystokinin/Gastrin-<br>mediated Signaling |
| Glucocorticoid receptor<br>signaling |                                                 | Glucocorticoid Receptor<br>Signaling                                                                                                                                                                         |
| GNRH signaling                       |                                                 | GNRH Signaling                                                                                                                                                                                               |
| Hypoxia signaling                    |                                                 | HIF1α Signaling                                                                                                                                                                                              |
| IGF-1 signaling                      |                                                 | IGF-1 Signaling                                                                                                                                                                                              |

|                        |                                                  |                                                                                                                                                 |
|------------------------|--------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------|
| Lipid signaling        |                                                  | Sphingosine-1-phosphate signaling<br>Cholecystokinin/Gastrin-mediated signaling<br>Docosahexaenoic Acid (DHA) Signaling<br>Eicosanoid Signaling |
| NF-κB Signaling        |                                                  | NF-κB Signaling                                                                                                                                 |
| Nitric oxide signaling |                                                  | nNOS Signaling in Skeletal Muscle Cells<br>Nitric Oxide Signaling in the Cardiovascular System                                                  |
| MTOR signaling         |                                                  | mTOR Signaling                                                                                                                                  |
| Neuronal signaling     | mmu04360:Axon guidance                           | Axonal Guidance Signaling                                                                                                                       |
|                        | mmu04080:Neuroactive ligand-receptor interaction | Neuropathic Pain Signaling In Dorsal Horn Neurons                                                                                               |
|                        |                                                  | Synaptic Long Term Potentiation<br>CDK5 Signaling<br>Netrin Signaling<br>GABA Receptor Signaling                                                |
| NRF2 signaling         |                                                  | NRF2-mediated Oxidative Stress Response                                                                                                         |
| p70S6K Signaling       |                                                  | p70S6K Signaling                                                                                                                                |
| PDGF signaling         |                                                  | PDGF Signaling                                                                                                                                  |
| PI3K/Akt signaling     |                                                  | PI3K/AKT Signaling                                                                                                                              |
| PPAR signaling         | mmu03320:PPAR signaling pathway                  | PPAR Signaling                                                                                                                                  |
| PKA signaling          |                                                  | Protein Kinase A Signaling                                                                                                                      |
| PTEN Signaling         |                                                  | PTEN Signaling                                                                                                                                  |
| RAR signaling          |                                                  | RAR Activation                                                                                                                                  |
| STAT3 signaling        |                                                  | STAT3 Pathway                                                                                                                                   |
| Stem cell pluripotency |                                                  | Human Embryonic Stem Cell Pluripotency                                                                                                          |
| RXR signaling          |                                                  | LXR/RXR Activation<br>VDR/RXR Activation<br>PPARα/RXRα Activation                                                                               |

|                                     |                                                                                                      |                                                       |                                 |                                                    |
|-------------------------------------|------------------------------------------------------------------------------------------------------|-------------------------------------------------------|---------------------------------|----------------------------------------------------|
|                                     |                                                                                                      |                                                       | PXR/RXR Activation              |                                                    |
|                                     |                                                                                                      |                                                       | FXR/RXR Activation              |                                                    |
| TGF- $\beta$ Signaling              |                                                                                                      |                                                       | TGF- $\beta$ Signaling          |                                                    |
| TREM1 signaling                     |                                                                                                      |                                                       | TREM1 Signaling                 |                                                    |
| Ubiquitination                      |                                                                                                      |                                                       | Protein Ubiquitination Pathway  |                                                    |
| Wnt signaling                       | GO:0016055 Wnt receptor signaling pathway                                                            | mmu04340:Hedgehog signaling pathway                   | Wnt/ $\beta$ -catenin Signaling |                                                    |
|                                     | GO:0030111 regulation of Wnt receptor signaling pathway                                              |                                                       | Sonic Hedgehog Signaling        |                                                    |
|                                     | GO:0030178~negative regulation of Wnt receptor signaling pathway                                     |                                                       |                                 |                                                    |
| <b>Immune/inflammatory response</b> |                                                                                                      |                                                       |                                 |                                                    |
| Antibody production                 |                                                                                                      | mmu04672:Intestinal immune network for IgA production |                                 |                                                    |
| Antigen processing and presentation | GO:0002474 antigen processing and presentation of peptide antigen via MHC class I                    | mmu04612:Antigen processing and presentation          | Antigen Presentation Pathway    | Immune response: Phagosome in antigen presentation |
|                                     | GO:0002475 antigen processing and presentation via MHC class Ib                                      |                                                       |                                 | Immune response: Antigen presentation              |
|                                     | GO:0002478 antigen processing and presentation of exogenous peptide antigen                          |                                                       |                                 |                                                    |
|                                     | GO:0002495 antigen processing and presentation of peptide antigen via MHC class II                   |                                                       |                                 |                                                    |
|                                     | GO:0002504 antigen processing and presentation of peptide or polysaccharide antigen via MHC class II |                                                       |                                 |                                                    |

GO:0019882 antigen  
processing and presentation

GO:0019884 antigen  
processing and presentation  
of exogenous antigen

GO:0019886 antigen  
processing and presentation  
of exogenous peptide  
antigen via MHC class II

GO:0048002 antigen  
processing and presentation  
of peptide antigen

|                           |                                                              |                                               |                                       |                                        |
|---------------------------|--------------------------------------------------------------|-----------------------------------------------|---------------------------------------|----------------------------------------|
| B cell receptor signaling | GO:0019724 B cell<br>mediated immunity                       | mmu04662:B cell receptor<br>signaling pathway | B Cell Development                    | Immune response: BCR<br>pathway        |
|                           | GO:0030183 B cell<br>differentiation                         |                                               | B Cell Activating Factor<br>Signaling |                                        |
|                           | GO:0030888 regulation of B<br>cell proliferation             |                                               | B cell receptor signaling             |                                        |
|                           | GO:0030890 positive<br>regulation of B cell<br>proliferation |                                               |                                       |                                        |
|                           | GO:0042113 B cell<br>activation                              |                                               |                                       |                                        |
|                           | GO:0050853 B cell receptor<br>signaling pathway              |                                               |                                       |                                        |
|                           | GO:0050864 regulation of B<br>cell activation                |                                               |                                       |                                        |
|                           | GO:0050871 positive<br>regulation of B cell activation       |                                               |                                       |                                        |
| Chemokine signaling       | GO:0006935 chemotaxis                                        | mmu04062:Chemokine<br>signaling pathway       | Chemokine Signaling                   | Chemotaxis                             |
|                           |                                                              |                                               |                                       | Cell adhesion: Leucocyte<br>chemotaxis |

|                                      |                                                                                                                                    |                                                    |                                                                                                                                                       |                                                                         |
|--------------------------------------|------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------|
| Complement system signaling          | GO:0006956 complement activation<br>GO:0006958 complement activation, classical pathway                                            | mmu04610:Complement and coagulation cascades       | Complement System                                                                                                                                     | Inflammation: Complement system                                         |
| Cytokine-cytokine receptor signaling | GO:0006954 inflammatory response<br><br>GO:0034097 response to cytokine stimulus<br>GO:0019221 cytokine-mediated signaling pathway | mmu04060:Cytokine-cytokine receptor interaction    |                                                                                                                                                       |                                                                         |
| Cytotoxic T cell signaling           |                                                                                                                                    |                                                    | CTLA4 Signaling in Cytotoxic T Lymphocytes<br>Cytotoxic T Lymphocyte-mediated Apoptosis of Target Cells                                               |                                                                         |
| Hematopoiesis                        |                                                                                                                                    | mmu04640:Hematopoietic cell lineage                |                                                                                                                                                       |                                                                         |
| Immune cell communication            |                                                                                                                                    |                                                    | Communication between innate and adaptive immune cells<br>Crosstalk between Dendritic Cells and Natural Killer Cells<br><br>Dendritic Cell Maturation |                                                                         |
| Immune-mediated apoptosis            |                                                                                                                                    | mmu04650:Natural killer cell mediated cytotoxicity | Granzyme A Signaling<br><br>Calcium-induced T Lymphocyte Apoptosis<br>Nur77 Signaling in T Lymphocytes                                                |                                                                         |
| Interferon signaling                 |                                                                                                                                    |                                                    | Interferon Signaling                                                                                                                                  | Inflammation: Interferon signaling<br>Inflammation: IFN-gamma signaling |
| Interleukin signaling                |                                                                                                                                    |                                                    | IL-4 Signaling                                                                                                                                        | Inflammation: IL-10 anti-inflammatory response                          |

|                                     |                                              |                                                                              |                                       |
|-------------------------------------|----------------------------------------------|------------------------------------------------------------------------------|---------------------------------------|
|                                     |                                              | Role of IL-17A in Arthritis                                                  | Inflammation: IL-6 signaling          |
|                                     |                                              | IL-8 Signaling                                                               | Inflammation: IL-4 signaling          |
|                                     |                                              | IL-17A Signaling in Gastric Cells                                            | Inflammation: IL-13 signaling pathway |
|                                     |                                              | IL-6 Signaling                                                               |                                       |
| MSP-RON signaling                   |                                              | MSP-RON Signaling Pathway                                                    |                                       |
| Natural killer T cell signaling     |                                              | Natural Killer Cell Signaling                                                | Inflammation: NK cell cytotoxicity    |
|                                     |                                              | Tumoricidal Function of Hepatic Natural Killer Cells                         |                                       |
|                                     |                                              | Crosstalk between Dendritic Cells and Natural Killer Cells                   |                                       |
| Nod-like receptor signaling         | mmu04621:NOD-like receptor signaling pathway |                                                                              |                                       |
| OX40 signaling                      |                                              | OX40 Signaling Pathway                                                       |                                       |
| Pattern recognition receptors       |                                              | Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses |                                       |
|                                     |                                              | Activation of IRF by Cytosolic Pattern Recognition Receptors                 |                                       |
| T helper cell signaling             |                                              | T Helper Cell Differentiation                                                |                                       |
|                                     |                                              | CD28 Signaling in T Helper Cells                                             |                                       |
|                                     |                                              | iCOS-iCOSL Signaling in T Helper Cells                                       |                                       |
| <b>Cytoskeletal organization</b>    |                                              |                                                                              |                                       |
| Actin signaling                     |                                              | Actin Cytoskeleton Signaling                                                 |                                       |
| CDC42 signaling                     |                                              | Cdc42 Signaling                                                              |                                       |
| Extracellular membrane interactions | mmu04510:Focal adhesion                      |                                                                              |                                       |

mmu04512:ECM-receptor  
interaction

|                    |                                                                                                                    |                                                       |
|--------------------|--------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------|
| FAK signaling      | FAK Signaling                                                                                                      |                                                       |
| Integrin signaling | Integrin Signaling                                                                                                 | Cell adhesion: Integrin-mediated cell-matrix adhesion |
| Paxillin signaling | Paxillin Signaling                                                                                                 |                                                       |
| RHO signaling      | RhoA Signaling<br>Signaling by Rho Family GTPases<br>Regulation of Actin-based Motility by Rho<br>RhoGDI Signaling |                                                       |
| Thrombin signaling | Extrinsinc pro-thrombin activation pathway<br>Thrombin signaling                                                   |                                                       |

#### Altered metabolism

|                         |                                                                                                                                                                                                   |                                                     |                                     |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------|-------------------------------------|
| Amino acid metabolism   | GO:0009063~cellular amino acid catabolic process                                                                                                                                                  | mmu00270:Cysteine and methionine metabolism         |                                     |
|                         | GO:0009066~aspartate family amino acid metabolic process                                                                                                                                          | mmu00260:Glycine, serine and threonine metabolism   |                                     |
|                         |                                                                                                                                                                                                   | mmu00280:Valine, leucine and isoleucine degradation |                                     |
| Estrogen biosynthesis   |                                                                                                                                                                                                   | Estrogen biosynthesis                               |                                     |
| Glutathione metabolism  |                                                                                                                                                                                                   | mmu00480:Glutathione metabolism                     | Glutathione-mediated Detoxification |
| Intracellular transport | GO:0046907 intracellular transport<br>GO:0006890 retrograde vesicle-mediated transport, Golgi to ER<br>GO:0090004 positive regulation of establishment of protein localization to plasma membrane |                                                     |                                     |

|                           |                                                                                   |                                      |                                                               |
|---------------------------|-----------------------------------------------------------------------------------|--------------------------------------|---------------------------------------------------------------|
|                           | GO:0090003 regulation of establishment of protein localization to plasma membrane |                                      |                                                               |
|                           | GO:0016192~vesicle-mediated transport                                             |                                      |                                                               |
| Lipid metabolism          | GO:0006633 fatty acid biosynthetic process                                        | mmu00600:Sphingolipid metabolism     | Lipid Metabolism                                              |
|                           | GO:0006631~fatty acid metabolic process                                           | mmu00561:Glycerolipid metabolism     |                                                               |
|                           | GO:0006643 membrane lipid metabolic process                                       | mmu00590:Arachidonic acid metabolism |                                                               |
|                           | GO:0006644 phospholipid metabolic process                                         | mmu00591:Linoleic acid metabolism    |                                                               |
|                           | GO:0006665 sphingolipid metabolic process                                         |                                      |                                                               |
|                           | GO:0006695~cholesterol biosynthetic process                                       |                                      |                                                               |
|                           | GO:0006869 lipid transport                                                        |                                      |                                                               |
|                           | GO:0008610 lipid biosynthetic process                                             |                                      |                                                               |
|                           | GO:0010876 lipid localization                                                     |                                      |                                                               |
|                           | GO:0016042 lipid catabolic process                                                |                                      |                                                               |
|                           | GO:0030149 sphingolipid catabolic process                                         |                                      |                                                               |
|                           | GO:0044242 cellular lipid catabolic process                                       |                                      |                                                               |
|                           | GO:0046466 membrane lipid catabolic process                                       |                                      |                                                               |
|                           | GO:0046486 glycerolipid metabolic process                                         |                                      |                                                               |
| Melatonin degradation     |                                                                                   |                                      | Melatonin Degradation I Superpathway of Melatonin Degradation |
| Oxidative Phosphorylation |                                                                                   | mmu00190:Oxidative phosphorylation   |                                                               |

|                      |                                                                                                                                                                                                              |                                       |                                                                                                                                                                                         |
|----------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Protein folding      | GO:0051085 chaperone mediated protein folding requiring cofactor<br>GO:0006458 'de novo' protein folding<br>GO:0051084 'de novo' posttranslational protein folding<br>GO:0006457 protein folding             |                                       | Protein folding: Response to unfolded proteins<br><br>Protein folding: Folding in normal condition<br>Protein folding: Protein folding nucleus<br><br>Protein folding: ER and cytoplasm |
| Proteolysis          | GO:0006508 proteolysis                                                                                                                                                                                       |                                       | Proteolysis: ECM remodeling<br>Proteolysis: Proteolysis in cell cycle and apoptosis<br>Proteolysis: Connective tissue degradation                                                       |
| Retinol metabolism   |                                                                                                                                                                                                              | mmu00830:Retinol metabolism           | Retinol Biosynthesis<br><br>Retinoate Biosynthesis I                                                                                                                                    |
| RNA processing       | GO:0008380~RNA splicing<br><br>GO:0016071 mRNA metabolic process<br>GO:0006397 mRNA processing<br>GO:0006396 RNA processing                                                                                  | mmu03040:Spliceosome                  |                                                                                                                                                                                         |
| Steroid biosynthesis | GO:0006694~steroid biosynthetic process<br>GO:0008202~steroid metabolic process<br>GO:0016125~sterol metabolic process<br>GO:0016126~sterol biosynthetic process<br>GO:0008203~cholesterol metabolic process | mmu00140:Steroid hormone biosynthesis |                                                                                                                                                                                         |
| Transcription        | GO:0006350 transcription                                                                                                                                                                                     |                                       | Transcription: mRNA processing                                                                                                                                                          |

GO:0006355 regulation of transcription, DNA-dependent  
 GO:0006357 regulation of transcription from RNA polymerase II promoter  
 GO:0010553 negative regulation of specific transcription from RNA polymerase II promoter  
 GO:0016481 negative regulation of transcription  
 GO:0045892 negative regulation of transcription, DNA-dependent

Transcription: Transcription by RNA polymerase II

|                       |                                                     |                                                       |                                          |
|-----------------------|-----------------------------------------------------|-------------------------------------------------------|------------------------------------------|
| Xenobiotic metabolism | GO:0006805 xenobiotic metabolic process             | mmu00980:Metabolism of xenobiotics by cytochrome P450 | Xenobiotic Metabolism Signaling          |
|                       | GO:0009410 response to xenobiotic stimulus          | mmu00982:Drug metabolism                              | Nicotine Degradation II                  |
|                       | GO:0009404~toxin metabolic process                  | mmu00983:Drug metabolism                              | Nicotine Degradation III                 |
|                       | GO:0018894~dibenzo-p-dioxin metabolic process       |                                                       | Bupropion Degradation                    |
|                       | GO:0042537~benzene and derivative metabolic process |                                                       | Acetone Degradation I (to Methylglyoxal) |

## Homeostasis

|                   |                                              |                                    |                                                      |
|-------------------|----------------------------------------------|------------------------------------|------------------------------------------------------|
| Calcium signaling | GO:0006874 cellular calcium ion homeostasis  | mmu04020:Calcium signaling pathway | Calcium Signaling                                    |
|                   | GO:0055074 calcium ion homeostasis           |                                    | D-myo-inositol (1,4,5)-Trisphosphate Biosynthesis    |
|                   | GO:0051480~cytosolic calcium ion homeostasis |                                    | Regulation of Cellular Mechanics by Calpain Protease |
| Circadian rhythm  | GO:0007623 circadian rhythm                  | mmu04710:Circadian rhythm          | Circadian Rhythm Signaling                           |

# Supplementary material for: Comparative transcriptomic analyses to scrutinize the assumption that genotoxic PAHs exert effects via a common mode of action
**Source:** Arch Toxicol. 2015 Sep 16;90(10):2461–80. doi: 10.1007/s00204-015-1595-5
**Supplement:** Supplementary file 3 — Supplementary material 3

Article Title: Comparative Transcriptomic Analyses to Scrutinise the Assumption That Genotoxic Priority PAHs Exert Effects via a Common Mode of Action

Journal: Archives in Toxicology

Authors: Labib S, Williams A, Guo CH, Leingartner K, Arlt VM, Schmeiser HH, Yauk CL, White PA, Halappanavar S\*

**Supplementary File 3 – Gene lists for PAHs in forestomach, liver, and lung tissues.**

**Contents**

Supplementary File 3 – Gene lists for PAHs in forestomach, liver, and lung tissues ..... 1

3.1 – FORESTOMACH..... 2

3.1.1 BaA Forestomach..... 2

3.1.2 BbF Forestomach..... 3

3.1.3 BghiP Forestomach ..... 3

3.1.4 BkF Forestomach..... 7

3.1.5 Chr Forestomach..... 12

3.1.6 DBahA Forestomach ..... 18

3.1.7 IP Forestomach ..... 18

3.2 LIVER..... 19

3.2.1 BaA Liver ..... 19

3.2.2 BbF Liver..... 29

3.2.3 BghiP Liver..... 38

3.2.4 BkF Liver..... 40

3.2.5 Chr Liver ..... 46

3.2.6 DBahA Liver..... 46

3.2.7 IP Liver..... 55

3.3 LUNG ..... 56

3.3.1 BaA Lung..... 56

3.3.2 BbF Lung ..... 74

3.3.3 BghiP Lung ..... 105

3.3.4 BkF Lung..... 107

3.3.5 Chr Lung..... 113

3.3.6 DBahA Lung..... 118

3.3.7 IP Lung ..... 134

### 3.1 – FORESTOMACH

**3.1.1 BaA Forestomach.** Significant probe list. List of all significantly differentially expressed probes in at least 1 treatment group (FDR  $P \leq 0.05$ , fold change  $\pm 1.5$ ) in response to sub-chronic oral exposure to 20, 40, and 80 mg/kg-bw/day benz(a)anthracene in the forestomach. The list is sorted from highest to lowest fold change in the 80 mg/kg-bw/day treatment group.

**3.1.2 BbF Forestomach.** Significant probe list. List of all significantly differentially expressed probes in at least 1 treatment group (FDR  $P \leq 0.05$ , fold change  $\pm 1.5$ ) in response to sub-chronic oral exposure to 25, 50, and 100 mg/kg-bw/day benzo(b)fluoranthene in the forestomach. The list is sorted from highest to lowest fold change in the 100 mg/kg-bw/day treatment group.

**3.1.3 BghiP Forestomach.** Significant probe list. List of all significantly differentially expressed probes in at least 1 treatment group (FDR  $P \leq 0.05$ , fold change  $\pm 1.5$ ) in response to sub-chronic oral exposure to 6.25, 12.5, and 25 mg/kg-bw/day benzo(ghi)perylene in the forestomach. The list is sorted from highest to lowest fold change in the 25 mg/kg-bw/day treatment group.

**3.1.4 BkF Forestomach.** Significant probe list. List of all significantly differentially expressed probes in at least 1 treatment group (FDR  $P \leq 0.05$ , fold change  $\pm 1.5$ ) in response to sub-chronic oral exposure to 25, 50, and 100 mg/kg-bw/day benzo(k)fluoranthene in the forestomach. The list is sorted from highest to lowest fold change in the 100 mg/kg-bw/day treatment group.

**3.1.5 Chr Forestomach.** Significant probe list. List of all significantly differentially expressed probes in at least 1 treatment group (FDR  $P \leq 0.05$ , fold change  $\pm 1.5$ ) in response to sub-chronic oral exposure to 17.5, 50, and 150 mg/kg-bw/day chrysene in the forestomach. The list is sorted from highest to lowest fold change in the 150 mg/kg-bw/day treatment group.

**3.1.6 DBahA Forestomach.** Significant probe list. List of all significantly differentially expressed probes in at least 1 treatment group (FDR  $P \leq 0.05$ , fold change  $\pm 1.5$ ) in response to sub-chronic oral exposure to 6.25, 12.5, and 25 mg/kg-bw/day dibenz(ah)anthracene in the forestomach. The list is sorted from highest to lowest fold change in the 25 mg/kg-bw/day treatment group.

**3.1.7 IP Forestomach.** Significant probe list. List of all significantly differentially expressed probes in at least 1 treatment group (FDR  $P \leq 0.05$ , fold change  $\pm 1.5$ ) in response to sub-chronic oral exposure to 12.5, 25, and 50 mg/kg-bw/day indeno(123,cd)pyrene in the forestomach. The list is sorted from highest to lowest fold change in the 50 mg/kg-bw/day treatment group.

### 3.2 LIVER

**3.2.1 BaA Liver.** Significant probe list. List of all significantly differentially expressed probes in at least 1 treatment group (FDR  $P \leq 0.05$ , fold change  $\pm 1.5$ ) in response to sub-chronic oral exposure to 20, 40, and 80 mg/kg-bw/day benz(a)anthracene in the liver. The list is sorted from highest to lowest fold change in the 80 mg/kg-bw/day treatment group.

**3.2.2 BbF Liver.** Significant probe list. List of all significantly differentially expressed probes in at least 1 treatment group (FDR  $P \leq 0.05$ , fold change  $\pm 1.5$ ) in response to sub-chronic oral exposure to 25, 50, and 100 mg/kg-bw/day benzo(b)fluoranthene in the liver. The list is sorted from highest to lowest fold change in the 100 mg/kg-bw/day treatment group.

**3.2.3 BghiP Liver.** Significant probe list. List of all significantly differentially expressed probes in at least 1 treatment group (FDR  $P \leq 0.05$ , fold change  $\pm 1.5$ ) in response to sub-chronic oral exposure to 6.25, 12.5, and 25 mg/kg-bw/day benzo(ghi)perylene in the liver. The list is sorted from highest to lowest fold change in the 25 mg/kg-bw/day treatment group.

**3.2.4 BkF Liver.** Significant probe list. List of all significantly differentially expressed probes in at least 1 treatment group (FDR  $P \leq 0.05$ , fold change  $\pm 1.5$ ) in response to sub-chronic oral exposure to 25, 50, and 100 mg/kg-bw/day benzo(k)fluoranthene in the liver. The list is sorted from highest to lowest fold change in the 100 mg/kg-bw/day treatment group.

**3.2.5 Chr Liver.** Significant probe list. List of all significantly differentially expressed probes in at least 1 treatment group (FDR  $P \leq 0.05$ , fold change  $\pm 1.5$ ) in response to sub-chronic oral exposure to 17.5, 50, and 150 mg/kg-bw/day chrysene in the liver. The list is sorted from highest to lowest fold change in the 150 mg/kg-bw/day treatment group.

**3.2.6 DBahA Liver.** Significant probe list. List of all significantly differentially expressed probes in at least 1 treatment group (FDR  $P \leq 0.05$ , fold change  $\pm 1.5$ ) in response to sub-chronic oral exposure to 6.25, 12.5, and 25 mg/kg-bw/day dibenz(ah)anthracene in the liver. The list is sorted from highest to lowest fold change in the 25 mg/kg-bw/day treatment group.

**3.2.7 IP Liver.** Significant probe list. List of all significantly differentially expressed probes in at least 1 treatment group (FDR  $P \leq 0.05$ , fold change  $\pm 1.5$ ) in response to sub-chronic oral exposure to 12.5, 25, and 50 mg/kg-bw/day indeno(123,cd)pyrene in the liver. The list is sorted from highest to lowest fold change in the 50 mg/kg-bw/day treatment group.

### 3.3 LUNG

**3.3.1 BaA Lung.** Significant probe list. List of all significantly differentially expressed probes in at least 1 treatment group (FDR  $P \leq 0.05$ , fold change  $\pm 1.5$ ) in response to sub-chronic oral exposure to 20, 40, and 80 mg/kg-bw/day benz(a)anthracene in the lung. The list is sorted from highest to lowest fold change in the 80 mg/kg-bw/day treatment group.

How the deposited data were processed for this re-analysis (not part of the article)

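RNA from lung, liver and forestomach of Muta™Mouse males given olive oil or IP was measured on 58 dual-colour Agilent arrays, 1 per mouse and tissue. Each array carries the Cy5-labelled sample and a Cy3-labelled universal mouse reference RNA. The authors scanned the arrays and made the intensity values with Agilent Feature Extraction, which per the file headers writes the median pixel brightness of each spot and of its local background before any correction. The log10 ratios of Cy5 over Cy3 were made by the same software with background subtraction and dye normalization, per the file headers. The log2 ratios deposited by the authors are scanner medians that the authors normalized by LOWESS. Under the probe names given with them, the liver log2 ratios had a Pearson r with the scanner ratios of the same arrays between −0.01 and 0.01, and between 0.992 and 0.998 when the names were displaced. They were therefore not used. In lung and forestomach the r under the given names was 0.996 to 0.999 and 0.997 to 0.999.

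Log2(Cy5/Cy3) was computed from the median signals without background subtraction, normalized by loess within each array, and averaged over the spots of a probe without spots marked as outliers by the scanner software. R 4.3.3, limma 3.58.1, statmod 1.5.0 and data.table 1.17.8 were used. Each tissue was fitted with limma in 1 model of 4 groups, and p values were adjusted by Benjamini and Hochberg within each comparison. The thresholds were an adjusted p of 0.05 and a fold change of 1.5. Differences between tissues were tested in a joint limma fit. Permutation tests of single values used all splits of the mice, and relations between scores used 1e+05 permutations within dose groups, adjusted over 9 relations. Gene lists were tested with limma's fry, two-sided, adjusted over 198 tests, with the brightest probe of each gene. Differences of lists between tissues were adjusted apart, over all lists and both comparisons, with no block for mouse or slide. The 22 lists, written by hand, were p53 targets, apoptosis, cell cycle, AhR, B cell, T cell, complement, PPAR pathway outside fat cells, heat shock chaperones, cold-induced, NOD-like receptor signalling, circadian activators, circadian repressors and output, fat cell, heart muscle, mesothelium, hepatocyte, spermatid, glandular stomach, keratinized epithelium, skeletal muscle and exocrine pancreas. The score of a list in a mouse is the mean log2 ratio of its genes minus the vehicle mean.

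The groups, tests, thresholds and most alternatives were chosen before the data were examined. Named genes are the 5 with the largest increase and the 5 with the largest decrease past both thresholds at 50 mg/kg-bw/day in which all mice lie on 1 side of the vehicle mean, genes of the lists, genes the paper names and genes of its IP lists. From the last 3 kinds, those printed are a selection made after their values were seen. Where a gene has several probes, the brightest was used outside the first rule. The alternatives were normexp background correction with an offset of 50, median-centring, loess with Aquantile, Cy5 alone, the scanner software's log ratio, the authors' normalized values, outlier spots kept, dim probes left out, slide as a block, 2 groups fitted alone, the Fs statistic with 100 permutations, limma with trend and robust, other thresholds, gene names in place of probes, each mouse left out, mouse as a random block, and for the lists camera with a correlation of 0.01, an exact permutation test, members not listed by the paper and means over all probes of a gene. Since the paper chose its genes by their change in the same arrays, the ranges given for lists leave out the alternative of members not listed. Chosen after seeing the data were Fs with slide, array weights with and without slide, slide for the listed probes and for shared genes, and the glandular stomach score as a covariate.

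The test was also run on simulated data with changes added to 200 probes. At 50 mg/kg-bw/day, limma found 95, 85 and 87% of 2-fold changes in lung, liver and forestomach, and 46, 34.5 and 30.5% of 1.5-fold changes. The self-test of differences between tissues found 98.5 and 97.5% of 4-fold differences. The simulated noise was normal and independent between probes, without differences between slides or in tissue content. These shares may therefore be too high for the real arrays. A count of 0 in liver or forestomach does not exclude 2-fold changes. That the numbers in the labels name the same mouse across tissues was checked by correlating residuals. The median r of the same number was 0.044 for lung and liver, 0.154 for lung and forestomach, of which 18 of 19 pairs shared a slide, and 0.016 for liver and forestomach, against −0.02, −0.04 and −0.01 for other pairs of the same dose. Slide and array position were taken from the scanner output. Enzyme activity, DNA adducts, mutant frequency, the pathway tools, the clustering of exposures and benchmark doses were left out, since the arrays of IP do not hold them. Some results were withheld for evaluation and are left out.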

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

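The tests of hepatocyte scores by slide, of brightness by slide, of glandular stomach tissue and of skeletal muscle were chosen only after the result was seen.

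Among 288 groups of list scores and of the percent of probes above background, 27 held a mouse far from the others of its group, where chance alone gives 14.4. Most cannot be linked to a cause here, and no biological explanation was tested for single mice. In lung these were the cell cycle score of vehicle mouse 3 (0.32), the NOD-like receptor score of mouse 18 at 50 mg/kg-bw/day (0.33), the mesothelium score of mouse 11 at 25 mg/kg-bw/day (0.41) and the exocrine pancreas score of vehicle mouse 2 (0.11). In liver they were vehicle mouse 2 for the PPAR (0.19), chaperone (0.64) and spermatid (−0.025) lists, vehicle mouse 3 for circadian activators (−0.38) and fat cells (−0.085), and mouse 9 at 12.5 mg/kg-bw/day for keratinized epithelium (0.25) and skeletal muscle (0.26). In forestomach they were mouse 6 (apoptosis, 0.29) and mouse 9 (complement, −0.53) at 12.5 mg/kg-bw/day, mouse 13 at 25 mg/kg-bw/day (NOD-like receptor, 0.19), mouse 17 (circadian activators, 0.11) and mouse 19 (mesothelium, 0.22) at 50 mg/kg-bw/day, and vehicle mouse 2 (spermatid, 0.088).

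The percent of probes above background stood apart in lung mouse 18 (85.1), liver mouse 9 (77.5), and forestomach mice 8 (81.2), 15 (58.9) and 18 (85.9). In lung, brightness differed between slides within dose groups (permutation p = 0.00019), with 83.8 to 90.7% on slide 3 and at most 70.4% on the others. A difference between slides is a candidate explanation there. Forestomach mice 8 and 18 lay on slide 3 too (permutation p = 0.0336 between slides), but mouse 13 on that slide had 48.0%, and mouse 15 lay on slide 5. By median Cy5 signal, mouse 13 (205) did lie with mice 8 and 18 (209 and 253.5). Forestomach arrays on the other slides had at most 111. Slide may thus contribute for mice 8 and 18, while what set mouse 15 apart stays open. In liver the slides did not differ (permutation p = 0.545), and what set mouse 9 apart stays open.

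The hepatocyte score stood apart in liver vehicle mouse 3 (−0.63) and mouse 13 at 25 mg/kg-bw/day (−0.59). All 5 arrays of slide 7, from 4 dose groups, scored −0.78 to −0.59, against −0.03 to 0.28 on slide 6 and −0.30 to 0.37 on slide 8 (permutation p = 0.00075). A difference between slides may be the source, in the arrays or in how the samples were taken or prepared. With slide as a block, limma called 0 liver probes at 50 mg/kg-bw/day (3612 at an unadjusted p under 0.05), and Fs with slide called 0.

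In forestomach the glandular stomach score was −4.01 in vehicle mouse 1. Within dose groups this score varied 21.7 times as much as the median of 1000 random lists, so glandular stomach tissue in a varying amount may explain it. Skeletal muscle (2.48) and heart muscle (1.22) scores were high in mouse 18 at 50 mg/kg-bw/day. Of 13 skeletal muscle genes, 12 were highest in that mouse, so the score does not rest on a few genes, and 0 are in the heart list. These are the genes of the score itself, so the count is no separate test. Skeletal muscle in that sample stays an untested candidate explanation. No biological explanation was tested.

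The effect at 50 mg/kg-bw/day differed between lung and liver for 12 probes and between lung and forestomach for 1. The differences of lung from liver included 3.55 for Cyp1b1, 2.22 for Ahrr, 1.37 for Pimreg, −3.17 for Ucp1, −1.08 for Septin3, 1.02 for Bax, −1.35 for Oat, 0.75 for Emc9, −0.86 for Gpr141b, −0.78 for Abcc3 and 1.34 for a probe with no gene name. The difference of lung from forestomach was 3.39 for Cyp1b1. Median-centring left 2 and 0 probes, mouse as a random block gave 13 and 3, and slide as a random block also gave 13 and 3. Without liver vehicle mouse 1 the first count was 6, and without lung vehicle mouse 2 the second was 0. The liver signals of Cyp1b1, Ahrr, Ucp1 and Gpr141b were near background, and the lung signals of Ucp1, Septin3 and Gpr141b were above it in 2, 2 and 1 of 5 mice at this dose, so the sizes of these differences are imprecise. A difference in exposure or metabolism between the tissues stays open and was not tested.

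Between lists, lung exceeded liver by 0.28 for p53 targets and 0.93 for AhR genes and was below it by −0.92 for fat cell genes. Against forestomach the differences were 0.57 for cell cycle, −0.41 for the PPAR list, −1.95 for fat cell genes and −0.75 for spermatid genes. The fry adjusted p was 0.0297 for each but the PPAR list (0.0361). Fat cell scores varied in lung 7.75 times as much as random lists within groups, so neighbouring tissue may contribute to the fat cell differences. For spermatid genes, testis RNA in forestomach samples was tested without deciding and stays open. For the p53, AhR, cell cycle and PPAR lists no technical cause was tested here, and a biological one stays open for all of these lists.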

How the results depend on the processing

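Array weights, slide with array weights and Fs with slide were chosen only after the results were seen, as was slide as a block for the listed probes and for shared genes. Of 1301 alternatives for 73 main results, 1112 left direction and side of the threshold as they were or moved the value within its spread, 15 carried a test past its threshold, 19 gave the other sign, some of them by a shift of all genes, and 155 moved the value. Of 1790 alternatives for 52 single genes, 1624 changed neither, 124 lost the threshold, 38 gained it and 4 gave the other sign, 2 of them by such a shift. Where no cause is given below, the cause was not tested.

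For called probes in lung at 12.5, 25 and 50 mg/kg-bw/day (0, 7 and 44), median-centring gave 0, 0 and 5, Cy5 alone 0, 0 and 11, the scanner software's log ratio 0, 1 and 3, the authors' values 0, 1 and 41, slide as a block 1, 58 and 156, the 2 groups alone 0, 2 and 15, Fs 0, 0 and 52, Fs with slide 0, 72 and 142, array weights 0, 11 and 52, slide with array weights 2, 85 and 148, and no fold limit 0, 16 and 111, which by construction only adds probes. An unadjusted p under 0.05 with 1.2-fold, a looser limit by construction, gave 594, 1295 and 1978 in lung, 817, 1683 and 2840 in liver and 1193, 902 and 1020 in forestomach. In liver at 50 mg/kg-bw/day, 1 probe passed in the 2 groups alone, 18 with array weights and 28 with slide and array weights, which gave 1 at 25 mg/kg-bw/day. With 1 mouse left out, lung counts ran from 0 to 1 (without vehicle mouse 1), from 0 (without vehicle mouse 2) to 20 (without vehicle mouse 1), and from 20 (without mouse 19) to 64 (without vehicle mouse 1). Other alternatives for these counts stayed within 1.5 times, and forestomach stayed at 0 under all limits on the adjusted p.

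Of the listed lung probes, median-centring left 0 and 5 past the threshold at 25 and 50 mg/kg-bw/day, the authors' values 1 at 25, slide as a block 1, 58 and 156 at the 3 doses, and leaving out vehicle mouse 4 left 1 at 25. With the looser limit, the genes shared with the paper's lists for BaA, BbF, BghiP, BkF, Chr, DBahA and IP were 273, 418, 35, 96, 45, 244 and 301 in lung, 84, 91, 19, 79, 3, 65 and 24 in liver, and 8, 5, 4, 7, 29, 2 and 9 in forestomach. In the same order in lung, slide as a block gave 43, 88, 13, 35, 9, 71 and 151, Fs with slide 37, 85, 13, 32, 9, 70 and 143, slide with array weights 36, 88, 12, 34, 11, 71 and 152, and array weights 2 for Chr. In liver array weights gave 1 for BaA and 6 for IP, and slide with array weights 3 for BaA, 2 for BbF, 1 for BkF, 1 for DBahA and 10 for IP.

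Probes whose effect differed between lung and liver (12) were 2 after median-centring and 6 (without liver vehicle mouse 1) to 25 (without liver vehicle mouse 2) with 1 array left out. Between lung and forestomach (1) they were 0 after median-centring, 2 without dim probes, 3 with mouse and 3 with slide as a random block, and 0 (without lung vehicle mouse 2) to 4 (without lung vehicle mouse 1).

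Of the list tests, 57 passed with camera, 3 with slide as a block and 4 with the authors' values, against 0 with fry. Camera assumes a small fixed correlation between genes. With it the lung lists for p53 (0.16, adjusted p = 0.00343), cell cycle (0.41, 9.02e-13), AhR (0.91, 0.00413), B cells (0.63, 1.79e-07), chaperones (−0.65, 4.78e-13) and NOD-like receptors (0.17, 0.0167) and forestomach cell cycle (−0.17, 0.000198) passed. Slide as a block carried lung p53 (0.16) and cell cycle (0.41) past it, both at 0.00836, and the authors' values lung cell cycle (0.40, 0.0441). After median-centring, which moved the median of all genes to 0.29 in liver and 0.22 in forestomach, liver p53 was 0.46, liver apoptosis 0.51 and forestomach cell cycle 0.15. Relative to that median these were 0.17, 0.21 and −0.07, so forestomach cell cycle stayed below it. Cy5 alone turned forestomach p53 to −0.024, the scanner software's log ratio liver apoptosis to 0.011 (−0.03 relative to the median of all genes), and leaving out listed members liver cell cycle to −0.0074. The paper chose the listed genes by their change in the same arrays, so leaving them out lowers a list's change by construction and tests nothing. With 1 mouse left out, lung cell cycle ran from 0.35 (without mouse 18) to 0.49 (without mouse 20) and liver cell cycle from −0.056 (without vehicle mouse 2) to 0.079 (without vehicle mouse 1).

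Similarity between doses was 0.61 in lung at 12.5 and 25 mg/kg-bw/day over all probes. Over the listed probes it was 0.87 at 12.5 and 50 and 0.87 at 25 and 50 mg/kg-bw/day in lung, and 0.96, 0.92 and 0.96 in forestomach. After median-centring it was 0.84 and 0.87 in liver for 12.5 with 25 and 50, and 0.68, 0.71 and 0.89 in forestomach.

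Cyp1a1 in liver was −0.0083 at 25 mg/kg-bw/day after median-centring, where the median of all genes was 0.16, and, at 12.5 mg/kg-bw/day, 0.26 with the scanner software's log ratio, 0.017 with normexp and −0.14 (without vehicle mouse 3) to 0.012 (without vehicle mouse 1) with 1 mouse left out. In lung Cyp1a1 was −0.42 at 12.5 mg/kg-bw/day with the scanner software's log ratio and −0.31 (without mouse 7) to 0.80 (without vehicle mouse 1). At the highest dose (Cyp1a1 log2 fold change lung 50 mg/kg-bw/day) it passed with slide as a block (4.24, adjusted p = 0.00282) and with slide and array weights (4.26, adjusted p = 0.00371), and ran from 3.80 (without mouse 16) to 4.77 (without vehicle mouse 1). After median-centring Slc1a5 (5.50e-05) and Rora (0.0046) in liver were near 0, where the median of all liver genes was 0.29, and relative to it both were −0.29. The sign turned for Mdm2 (−0.0028) in lung with Cy5 alone. Tiparp in lung ran from −0.017 (without mouse 20) to 0.14 (without vehicle mouse 2).

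The authors' normalized values were not run in liver because the names beside the values do not go with the same arrays. Signal over background limits the genes near background, such as Cyp1a1 in liver and forestomach, whose fitted fold changes are imprecise.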

Differences from the paper's values

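Slide with array weights was chosen only after the result was seen. For IP, Table 1 of the paper gives more genes than were called here, in gene names higher and lower than in vehicle mice. In forestomach the paper's values are 2 lower at 12.5 mg/kg-bw/day (0 here), 1 lower at 25 mg/kg-bw/day (0 here), and 5 higher and 3 lower at 50 mg/kg-bw/day (0 and 0 here). In liver they are 1 higher and 5 lower at 25 mg/kg-bw/day (0 and 0 here) and 6 higher and 13 lower at 50 mg/kg-bw/day (0 and 0 here). In lung they are 6 higher and 25 lower at 12.5 mg/kg-bw/day (0 and 0 here), 41 higher and 120 lower at 25 mg/kg-bw/day (4 and 1 here), and 140 higher and 132 lower at 50 mg/kg-bw/day (27 and 9 here). In total the paper gives 9 genes in forestomach, 24 in liver and 319 in lung, against 0, 0 and 36 here. An unadjusted p under 0.05 was reached by 2168 probes in forestomach and 3798 in liver at 50 mg/kg-bw/day, and Fs called 0 in both.

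None of the alternatives set before the data were examined brings these counts within 1.5 times the paper's. Slide with array weights, chosen after seeing the values, gives 1 gene higher in liver at 25 mg/kg-bw/day and 5 higher and 12 lower at 50 mg/kg-bw/day. Its total in liver is 18. For the other counts it does not reach the paper's values. Single liver genes of the paper's list passed an adjusted p of 0.05 in some settings, Slc1a5 with Fs, and Slc1a5, Gpr146, Abcc3 and Oat with array weights alone or with slide, chosen after seeing the values. At an unadjusted p under 0.05 with 1.2-fold, 301 of the paper's lung genes, 24 of its liver genes and 9 of its forestomach genes pass.

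The numbers of IP genes shared with the other exposures are also lower here. Read by eye, the paper gives in Fig. 1b for forestomach about 2 for BaA, about 1 for BghiP and about 1 for Chr, against 0 each here. In Fig. 3b, read by eye, it gives for liver about 4 for BaA, about 3 for BbF, about 2 for BkF and about 4 for DBahA, against 0 each here. In Fig. 5b, read by eye, it gives for lung about 85 for BaA (11 here), about 160 for BbF (31), about 21 for BghiP (3), about 53 for BkF (10), about 26 for Chr (1) and about 100 for DBahA (26). Of the alternatives set before the data were examined, the authors' values and leaving out dim probes stay below these values (in lung without dim probes 14, 36, 4, 12, 1 and 30), and an unadjusted p under 0.05 with 1.2-fold gives more than 1.5 times as many in lung (273, 418, 35, 96, 45 and 244). Slide as a block, Fs with slide, array weights and slide with array weights were run for shared genes only after the result was seen. In lung they give 43, 37, 13 and 36 for BaA, 88, 85, 39 and 88 for BbF, 13, 13, 4 and 12 for BghiP, 35, 32, 11 and 34 for BkF, 9, 9, 2 and 11 for Chr and 71, 70, 31 and 71 for DBahA. The 3 settings with slide come within 1.5 times the paper's value for DBahA alone. In liver, slide with array weights gives 3 for BaA and 2 for BbF, within 1.5 times, and 1 each for BkF and DBahA. The other alternatives were not run for shared genes.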

Other observations

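The tests of glandular stomach tissue and of slide in the model of the study were chosen only after the result was seen.

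Other splits of the same mice into groups of the same sizes were drawn 100 times per comparison. In lung, 2 of 100 splits at 25 mg/kg-bw/day and 1 of 100 at 50 mg/kg-bw/day, the real split included, gave as many called probes. At 50 mg/kg-bw/day, at most 8 probes were called in another split, so chance alone is unlikely. A share of 1 in 100 is the smallest that 100 splits can give. At 25 mg/kg-bw/day another split gave 23 probes and the count was 0 without vehicle mouse 2, so chance is not firmly excluded. These splits and counts did not take slide into account. With slide as a block, 58 lung probes were called at this dose, and no splits were drawn for that model. At 12.5 mg/kg-bw/day in lung and at each dose in liver and forestomach, limma called 0 probes, so 100 of 100 splits give at least as many by construction and this test says nothing about chance. The largest count in another split was 2648, in forestomach at 12.5 mg/kg-bw/day.

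At 50 mg/kg-bw/day in lung, the fat cell list had a mean log2 fold change of −1.08, heart muscle −0.79 and mesothelium −0.64 (fry adjusted p = 0.0859, 0.495 and 0.400), lower in 5, 4 and 5 of 5 mice. The paper lists 13, 9 and 9 of their genes for IP. Within dose groups these scores varied 7.75, 14.7 and 7.60 times as much as the median of 1000 random lists of the same size and brightness, with SDs in vehicle mice of 0.82, 0.74 and 0.25. The same ratio was 3.46 for cell cycle and 1.58 for p53 targets. Neighbouring tissue in a varying amount in the lung samples may account for these decreases, and an effect of IP on these genes stays open. In liver the 3 means were −0.12, −0.01 and −0.18 (fry adjusted p = 0.551, 0.869 and 0.464) and in forestomach 0.88, 0.09 and −0.22 (fry adjusted p = 0.517, 0.830 and 0.732). The forestomach fat cell mean came from 2 of 5 mice.

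B cell and T cell scores in lung went together within dose groups (Pearson r = 0.771, permutation p = 3e-04, adjusted 0.000675; Spearman 0.791, permutation p = 0.00057; r = 0.727 without the 2 farthest of 20 mice). Lymphoid tissue in a varying amount may contribute to the B cell increase. The T cell list rose by only 0.12, so lymphoid tissue and a response of B cells cannot be told apart.

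Chaperones were lower at 50 mg/kg-bw/day in liver (−0.25, fry adjusted p = 0.601) and forestomach (−0.48, fry adjusted p = 0.166) too, in 5 of 5 mice each. Their scores went together in tissues of the same mouse within dose groups, with a Pearson r over 19 mice of 0.815 for lung and liver, 0.892 for lung and forestomach and 0.835 for liver and forestomach (permutation p = 0.00052, 4e-05 and 5e-05, adjusted 0.000936, 0.000225 and 0.000225). Spearman correlations were 0.772, 0.865 and 0.825 (permutation p = 8e-04, 0.00019 and 2e-04), and without the 2 farthest mice r was 0.703, 0.854 and 0.773. Handling or body temperature of the whole animal may underlie these scores. An effect of IP on body temperature would look the same and was not tested. The cold-induced list had means of 0.45, 0.24 and 0.41 in lung, liver and forestomach (fry adjusted p = 0.267, 0.526 and 0.183).

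Circadian activators had means of −0.49, −0.17 and −0.22 in lung, liver and forestomach (fry adjusted p = 0.0859, 0.824 and 0.267), and repressors and output 0.36, −0.08 and 0.28 (fry adjusted p = 0.785, 0.871 and 0.598), with a median of −0.00 in lung. Within dose groups the sides had a Pearson r of −0.835 in lung, −0.654 in liver and −0.101 in forestomach (permutation p = 0.00023, 0.00567 and 0.677, adjusted 0.000675, 0.00851 and 0.677; Spearman −0.792, −0.635 and −0.0930, permutation p = 0.00103, 0.0157 and 0.717; −0.871, −0.572 and 0.102 without the 2 farthest mice). Activator scores of the same mouse had an r of 0.394 for lung and liver and 0.455 for lung and forestomach (permutation p = 0.107 and 0.0653, adjusted 0.120 and 0.0840; Spearman 0.318 and 0.589, permutation p = 0.219 and 0.0173; 0.204 and 0.344 without the 2 farthest mice). Time of day of necropsy and an effect of IP on the clock cannot be told apart, since the relation between tissues was too weak to decide.

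Spermatid genes in forestomach had a mean of 0.81 and a median of 0.25 at 50 mg/kg-bw/day, with 25 of 25 genes higher in 5 of 5 mice (fry adjusted p = 0.174). In lung and liver the means were −0.02 and 0.04 (fry adjusted p = 0.464 for both). Scores ran from 0.19 to 1.32 at 50 mg/kg-bw/day, −0.02 to 1.12 at 25, 0.01 to 0.53 at 12.5 and −0.04 to 0.09 in vehicle mice. Testis RNA in some samples might give the highest scores, but the lowest score at 50 mg/kg-bw/day, 0.191, lay above those of all vehicle mice, so the sources cannot be told apart.

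The glandular stomach list had a mean of −0.80 in forestomach (fry adjusted p = 0.830), with an SD of 2.67 in vehicle mice and a ratio to random lists of 21.7, and −0.07 and 0.02 in lung and liver. With its score as a covariate, limma called 0 forestomach probes at each dose although 6781 probes followed the score. Adjusting for the score thus brought out no called probes. Whether this tissue hides effects stays open, since the fit assumes a linear relation to the score. Of the other lists, AhR had means of 0.91 and −0.06 in lung and liver (fry adjusted p = 0.174 and 0.895), with a lung median of 0.09. Means in lung, liver and forestomach were −0.19, −0.12 and 0.22 for the PPAR pathway (fry adjusted p = 0.267, 0.615 and 0.376), 0.27, −0.36 and −0.19 for hepatocytes (0.317, 0.551 and 0.871), −0.09, 0.10 and −0.23 for keratinized epithelium (0.375, 0.551 and 0.824), −0.14, −0.02 and 0.25 for skeletal muscle (0.551, 0.924 and 0.785) and −0.06, −0.12 and −0.35 for exocrine pancreas (0.511, 0.551 and 0.551). In liver and forestomach the remaining means were 0.13 and 0.00 for B cells, 0.04 and 0.06 for T cells with a liver median of −0.03, −0.20 and −0.07 for complement and 0.04 and 0.03 for NOD-like receptors.

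The paper lists more IP genes than were called here. If its fold changes had come from displaced probe names in liver, they would follow the displaced probes. Their Pearson r was 0.143 with the displaced and 0.996 with the same probes, which excludes that. Where slides and doses are not balanced, the paper's fold changes lay closer to those fitted with slide for 68 of 108 values in liver and 21 of 30 in forestomach, while in lung, where they are balanced, this says nothing. Slide in the model of the study may account for part of the difference.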
